# Delivery of a Jagged1-PEG-MAL hydrogel with pediatric human bone cells regenerates critically sized craniofacial bone defects

**DOI:** 10.7554/eLife.92925

**Published:** 2024-10-14

**Authors:** Archana Kamalakar, Brendan Tobin, Sundus Kaimari, M Hope Robinson, Afra I Toma, Timothy Cha, Samir Chihab, Irica Moriarity, Surabhi Gautam, Pallavi Bhattaram, Shelly Abramowicz, Hicham Drissi, Andres Garcia, Levi Wood, Steven L Goudy

**Keywords:** JAGGED1, bone regeneration, craniofacial bone loss, non-canonical JAG1–NOTCH pathways, tissue regenerative therapy, Human, Mouse

## Abstract

Current treatments for congenital and acquired craniofacial (CF) bone abnormalities are limited and costly. Conventional methods involve surgical correction, short-term stabilization, and long-term bone grafting, which may include problematic allografts and limited autografts. While bone morphogenetic protein 2 (BMP2) has been used for bone regeneration, it can cause bone overgrowth and life-threatening inflammation. Bone marrow-derived mesenchymal stem cell therapies, though promising, are not Food and Drug Administration approved and are resource intensive. Thus, there is a need for effective, affordable, and less side-effect-prone bone regenerative therapies. Previous research demonstrated that JAGGED1 induces osteoblast commitment in murine cranial neural crest cells through a NOTCH-dependent non-canonical pathway involving JAK2–STAT5. We hypothesize that delivery of JAGGED1 and induction of its downstream NOTCH non-canonical signaling in pediatric human osteoblasts constitutes an effective bone regenerative treatment. Delivering pediatric human bone-derived osteoblast-like cells to an in vivo murine bone loss model of a critically sized cranial defect, we identified that JAGGED1 promotes human pediatric osteoblast commitment and bone formation through p70 S6K phosphorylation. This approach highlights the potential of JAGGED1 and its downstream activators as innovative treatments for pediatric CF bone loss.

## Introduction

Craniofacial (CF) injuries comprise more than 25% of injuries reported to the National Trauma Data Bank in the US every year (Nardi et al., 2020; Wu et al., 2021; Choi et al., 2020). Left untreated, CF injuries can severely impair critical daily functions related to breathing, speech, eating, and swallowing, thus requiring urgent repair (Kumar et al., 2016). Current methods to repair CF bone loss include the direct implantation of either allografts or autografts, and/or subsequent revision surgeries (Grover et al., 2011; Roberts and Rosenbaum, 2012). Although generally successful, these conventional treatments present several limitations. Bone donor sites include rib, fibula, iliac crest, scapula, distal tibia, and medial femoral condyle. All these donor sites have limited availability and are not anatomically like the bone they replace; osteotomies are required to shape them so that they resemble the shape of the CF bones (Kakabadze et al., 2017; Chim et al., 2010). The allograft survival rate following an iliac graft procedure is 96.1% and the risk of infection ranges from 5% to 33% (Roberts and Rosenbaum, 2012; Chaushu et al., 2010). For maxillary or mandibular bone replacement, the iliac crest is the preferred graft source due to its robust corticocancellous anatomy. Risks associated with iliac crest grafting include significant pain at the donor site, nerve injury, decreased load bearing on the ipsilateral leg, and increased risk of hip fractures (Dahlin and Johansson, 2011; Baumhauer et al., 2014). Due to the limited supply of bone, revision bone graft surgeries are often required and are expensive ($35,000–$52,000 per patient) and cause great discomfort (Laurie et al., 1984). These and other complications undermine the patient’s quality of life in addition to the social stigma resulting from the facial deformity, which can also lead to psychological distress (De Sousa, 2010).

CF bone development primarily occurs through intramembranous ossification, a process where pre-osteoblasts mineralize directly, without a cartilage intermediate, making it distinct from long bone development (endochondral ossification) (Shah et al., 2021). Intramembranous ossification recruits cranial neural crest (CNC) cells as osteoblast precursors during CF bone development (Shah et al., 2021). Extensive efforts have been made toward using parathyroid hormone (PTH (1-34)), vascular endothelial growth factor (VEGF), fibroblast growth factor (FGF), stromal cell-derived factor-1, or transforming growth factor-beta 2 (TGFβ2) as alternatives to bone regenerative treatments in preclinical models but resulted in limited success as an in vivo treatment option (Rowshan et al., 2010; Elsalanty and Genecov, 2009; Nosho et al., 2020; Takayama et al., 2017; Albanese et al., 2013). Platelet-rich plasma supplemented with various biological growth factors such as VEGF, FGF, and TGFβ2 have also been used to enhance wound healing, chemotaxis, angiogenesis, proliferation of mesenchymal stem cells, and osteoblasts. Many of these studies demonstrated potential improvement in bone healing; however, these strategies face significant translational barriers (Albanese et al., 2013). Bone morphogenetic protein-2 (BMP2) is a Food and Drug Administration (FDA)-approved bone regenerative strategy along with the delivery of stem cells. BMP2 is used to reconstruct spine and maxillary bone in adults (Seto et al., 2006; Zuk, 2008). BMP2 treatment can lead to ectopic bone growth, hypertrophy and life-threatening side effects (e.g., uncontrolled inflammation), which may accelerate bone loss (Huang et al., 2014; Tannoury and An, 2014). The use of BMP2 for the treatment of pediatric cases of CF trauma is not FDA approved due to concerns of severe swelling of the face and airways. Although generally considered safer, stem cell-based treatments are time consuming, have heterogenous results and add to the high expense of repairing CF bone loss (Zuk, 2008). Thus, there is a critical need for novel bone regenerative therapies to treat CF bone loss that have minimal side effects, are readily accessible, and affordable*.*

The NOTCH signaling pathway is involved in many cellular processes, including determination of cell fate, and has been explored as a potential target for regeneration of long bone injuries (Zanotti and Canalis, 2012). NOTCH signaling occurs via cell-to-cell binding of a NOTCH ligand (e.g., JAG1) to a NOTCH receptor. Internalization of the NOTCH intracellular domain leads to the expression of canonical NOTCH genes *HES1* and *HEY1*, which are known to have both osteo-inductive and osteo-inhibitory roles, thus obfuscating the effectiveness of NOTCH-based bone regenerative therapies (Nobta et al., 2005; Regan and Long, 2013). However, we and others have demonstrated that JAG1 exhibits osteo-inductive properties*,* as demonstrated by induction of pre-osteoblast genes like *Runx2* in murine CNC cells, even when the canonical NOTCH pathway is inhibited (Kamalakar et al., 2019; Youngstrom et al., 2017). Our recent publications further identified a JAG1–JAK2 non-canonical signaling pathway that promotes murine CNC commitment to osteoblast differentiation in mice (Kamalakar et al., 2019).

This unexpected finding raises critical questions about the role of non-canonical JAG1 signaling during human CF regeneration. In this study, we postulate that (1) JAG1 can induce osteoblast differentiation and mineralization of pediatric human bone-derived osteoblast-like (HBO) cells, and (2) the delivery of JAG1 non-canonical signaling constitutes an effective treatment for inducing bone regeneration in a pediatric, preclinical CF bone loss model. Consequently, we evaluated (1) the ability of JAG1 to regenerate bone in a pediatric critically sized CF defect murine model when delivered in a synthetic hydrogel coupled with pediatric HBO cells, and (2) characterized the downstream JAGGED1 non-canonical signaling mechanisms. Our results reveal potential treatment options in the form of JAG1 and/or its downstream targets to induce bone regeneration in CF bone loss injuries and provide alternative treatment options for CF defects.

## Results

### JAG1 induces mineralization of pediatric human bone-derived osteoblast-like cells

To test whether JAG1 induces osteoblast commitment and differentiation in human osteoblast-like primary cells, we derived human bone osteoblast-like (HBO) cell lines (HBO1, 2, 3, 4, 5, 6, and 7) from seven healthy pediatric human bone samples, as described (Lockyer et al., 2007; Figure 1—figure supplement 1). HBO cells were then treated with Fc-Dynabeads (Fc-bds) (5.7 μM) as a negative control, since JAG1 is a chimeric recombinant protein with an Fc-portion, and JAG1-Dynabeads (JAG1-bds) (5.7 μM), in the presence of osteogenic media. On day 21, the cells were stained for mineralization using Alizarin Red S stain (Figure 1A, B). We observed significantly increased mineralization in JAG1-bds-treated samples compared to growth media-, osteogenic media-, and Fc-bds-treated (p = 0.0107) cells. Additionally, PCR analysis of HBO1 cells from a repeat experiment collected at days 7, 14, and 21 showed significantly increased expression of osteogenic genes with JAG1-bds stimulation (Figure 1C). *ALPL* was significantly expressed at day 7, with a 3.5-fold increase (p = 0.0004) compared to HBO1 cells grown in growth media. In contrast, significant expression levels of *COL1A1* and *BGLAP* were observed at 14 days, with a 5.1-fold increase (p = 0.0021) of *COL1A1* and a 12.3-fold increase (0.0002) of *BGLAP* when compared to growth media conditions. Interestingly, while some mineralization is observed in the osteogenic media and Fc-bds (Figure 1A) conditions, there were no significant increases in osteogenic gene expression (Figure 1C). Expression of *RUNX2* and *SP7* was not significantly altered across all conditions and time points (not shown). In preparation for in vivo studies, HBO cells were incorporated into JAG1-Dynabead-PEG-4MAL and grown in vitro followed by Alizarin Red S staining to assess mineralization (Figure 1—figure supplement 2). These data indicate that JAG1 can induce osteoblast commitment, differentiation, and mineralization of pediatric HBO cells.

**Figure 1.**
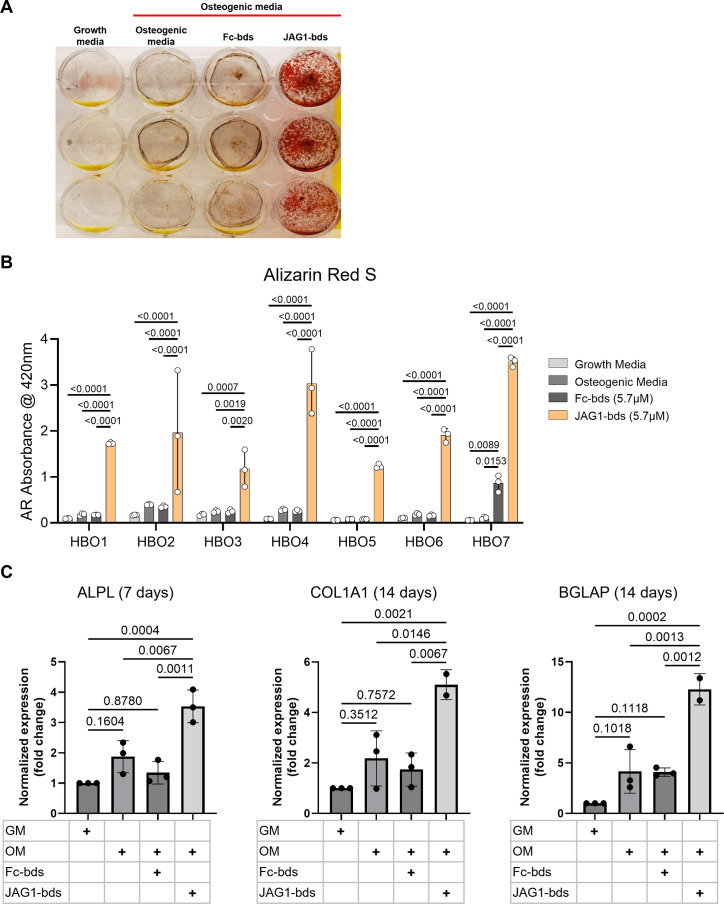
JAGGED1-induced mineralization and gene expression in HBO cells: seven HBO cell lines were treated with growth media alone, osteogenic media alone or with Fc-Dynabeads (5.7 μM) or JAG1-Dynabeads (5.7 μM). The cells were half-fed every 5 days. On day 21 cells were fixed with 50% ethanol and thereafter, stained with 1% Alizarin Red S. (A) Representative image of HBO2. (**B**) Alizarin Red S dye was extracted from Alizarin Red S-stained cells using a 1:10 dilution of acetic acid and water, and the absorbance was read at 420 nm. Data represent the mean values of three technical replicates per cell line (mean ± standard deviation [SD], one-way analysis of variance [ANOVA] with Tukey post hoc). (**C**) HBO1 primary cell line was grown in triplicate and treated with growth media alone, osteogenic media alone or with Fc-Dynabeads (5.7 μM) or JAG1-Dynabeads (5.7 μM). The cells were half-fed every 5 days and collected at 7, 14, and 21 days. qRT-PCR was performed (see Methods). Data were normalized to growth media with glyceraldehyde-3-phosphate dehydrogenase (GAPDH) as the reference gene. Data represent the mean values of three biological and two technical replicates per condition (mean ± SD, ordinary one-way ANOVA with Šídák’s multiple comparisons test, with single pooled variance).

**Figure 1—figure supplement 1.**
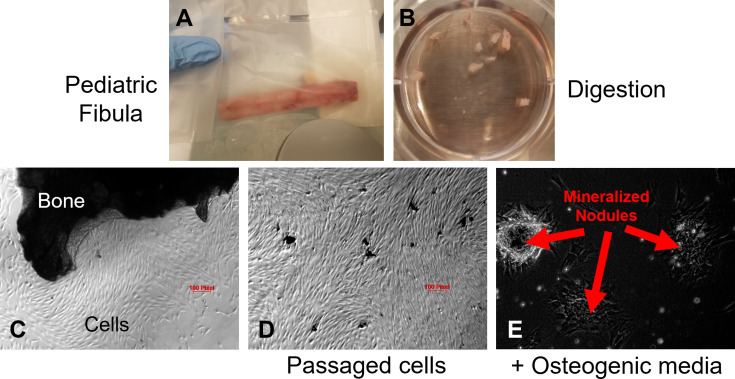
Method of processing human bone samples to produce primary human bone-derived osteoblast-like cell lines. Human bone-derived osteoblast-like cells (HBO) were isolated by collagenase digestion of pediatric healthy fibular bones. (A) Pediatric fibula specimen (B) Bone is mechanically segmented into small pieces and digestion is accomplished with collagenase A. (C) Bone segments are placed in culture with DMEM plus 10% FBS supplemented with Primocin antibiotic, ascorbic acid, and dexamethasone. (D) Cultures are observed and media is changed every 5 days with osteoblast-like cells emerging by day 10. (E) With the addition of betaglycerophosphate disodium in the media, cells form mineralized nodules. See Methods.

**Figure 1—figure supplement 2.**
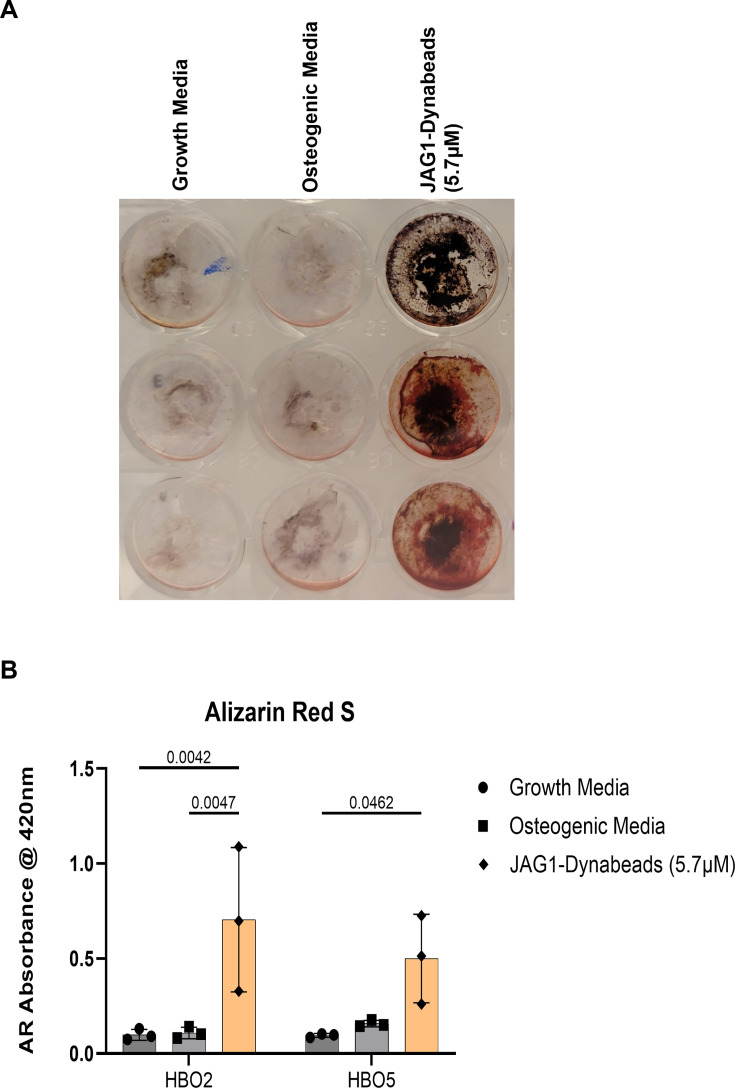
PEG-4MAL hydrogel-encapsulated JAGGED1-induced mineralization of HBO cells. (A) HBO cells alone or in the presence of JAG1-Dynabeads complex (20 μM) were incorporated in 4% PEG-MAL hydrogels and grown in culture. The cells were half-fed every 5 days. On day 21 cells were fixed with 50% ethanol and thereafter, stained with 1% Alizarin Red S. (**B**) Alizarin Red S dye was extracted from stained cells using a 1:10 dilution of acetic acid and water, and the absorbance was read at 420 nm. Data represent mean ± standard deviation (SD) per cell line with p-values indicated, *n* = 3.

### Delivery of JAG1-Dynabead-PEG-4MAL with pediatric HBO cells repairs critically sized cranial defects

Since we observed an induction of osteoblast commitment and differentiation in pediatric HBO cells in vitro, we next assessed whether co-delivery of JAG1-presenting hydrogels with pediatric HBO cells act similarly in murine CF defects. We recently reported that JAG1 can induce murine CNC cell osteoblast commitment and repair cranial bone defects in vivo (Kamalakar et al., 2021). To establish a more translatable use of JAG1 in treating CF bone loss, we assessed whether JAG1 can stimulate human cells (pediatric HBO) to facilitate bone regeneration in NOD-SCID mice, to prevent graft rejection of the HBO cells. JAG1-Dynabead-PEG-4MAL hydrogels also encapsulating pediatric HBO cells obtained from three separate donors were implanted in critically sized parietal bone defects (4 mm) in NOD-SCID mice (*n* = 4–6 per donor, 13–15 total) (Figure 2—figure supplement 1). The volume of bone regenerated by the JAG1-PEG-4MAL-pediatric HBO hydrogel with or without DAPT, an inhibitor of NOTCH canonical signaling, was measured using micro computed tomography (μCT), and compared to HBO cells alone, Fc-bds (20 μM) + BMP2 (2.5 μM) treatments. To maintain continuous osteogenic induction, additional JAG1-PEG-4MAL-pediatric HBO cells and control hydrogels were injected into the defects transcutaneously at week 4. After 8 weeks, we quantified differences in bone volume (BV) within the cranial defect using μCT analysis (Figure 2A, B). We observed that there was minimal bone regenerated in mice treated with cells alone. As expected, BMP2 significantly increased regenerated BV (p = 0.0002) compared to the cells alone group. The BV regenerated by JAG1-bds in the absence (fold change: 1.5) and presence of DAPT (fold change:1.6) was significantly higher compared to the cells alone treatment group (p = 0.0092 and 0.0021, respectively). There was no sex-based difference in regenerated BV. An initial pilot study also demonstrated no difference in bone regeneration between an Empty Defect model (no HBO cells) and a Cells Alone group (Figure 2—figure supplement 2). In Figure 2C, paraffin sections of mouse skulls were stained with Masson trichrome stain, as described in methods under histology. Qualitative assessments of the stained sections revealed increased collagen (blue color) in samples obtained from mice treated with BMP2, as expected, and with JAG1-bds and JAG1-bds + DAPT compared to the mice treated with cells alone. To validate the results observed in the samples stained with Masson trichrome, we performed immunohistochemical 3,3'-diaminobenzidine (DAB) staining with additional sections from the same mice using rabbit IgG monoclonal anti-COL1A1 antibody. These results corroborate what was revealed with the Masson trichrome staining, that mice treated with cells alone had less collagen production (Figure 2—figure supplement 3). This suggests that JAG1 can be used as a bone regenerative therapy where JAG1 induces bone regeneration independently of NOTCH canonical signaling in human cells.

**Figure 2.**
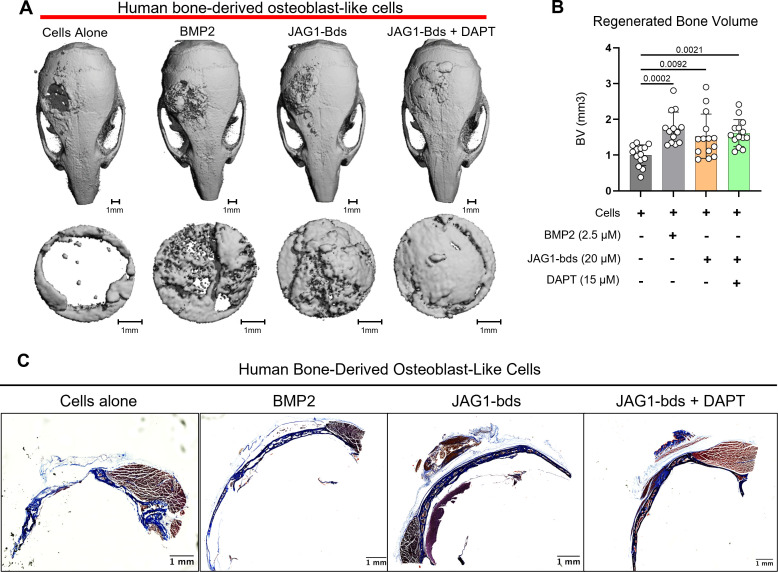
JAG1 delivery in a PEG hydrogel stimulates bone regeneration in a critical-sized bone defect mouse model. HBO cells alone or in the presence of JAG1-Dynabeads complex (20 μM) ± DAPT and bone morphogenetic protein 2 (BMP2; 2.5 µM) + Fc-Dynabeads were incorporated in 4% PEG-MAL hydrogels and implanted into 4 mm critical-sized defects in the parietal bones of 6- to 8-week-old NOD SCID mice (*n* = 4–6 per HBO cell donor, 13–15 total) as two separate doses (Initial dose, week 4). After 8 weeks, we quantified differences in regenerated bone volume within the defect and compared them between experimental groups by micro computed tomography (μCT) analysis. (**A**) μCT reconstructions of defects. (**B**) Quantification of regenerated bone volume. Data are presented as mean (*n* = 13–15) ± standard deviation (SD) with p-values reported (one-way analysis of variance [ANOVA] with Šídák’s multiple comparisons test). (**C**) shows representative sections of the defect area on skulls from mice from all experimental groups stained with Masson trichrome stain.

**Figure 2—figure supplement 1.**
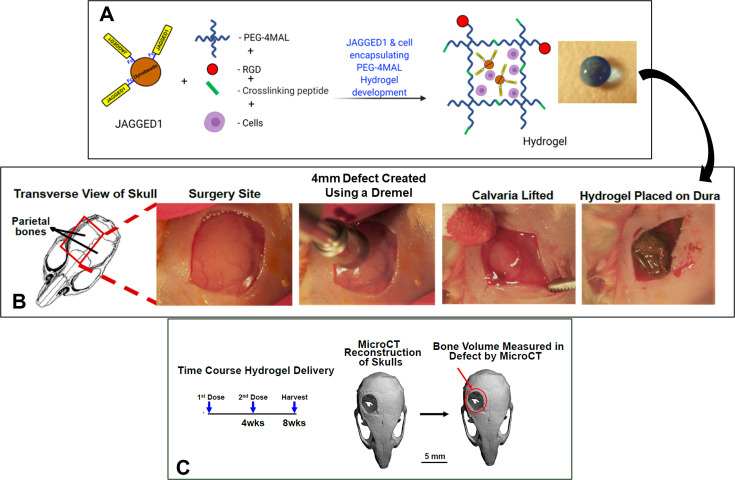
Visual depiction of calvarial defect studies. (A) HBO cells alone or in the presence of other treatments were incorporated in 4% PEG-MAL hydrogels and (B) implanted into 4 mm critical-sized defects in the parietal bones of 6- to 8-week-old NOD SCID mice as two separate doses (Initial dose, week 4). (C) After 8 weeks, the regenerated bone volume within the defect was measured by micro computed tomography (μCT) and compared between experimental groups.

**Figure 2—figure supplement 2.**
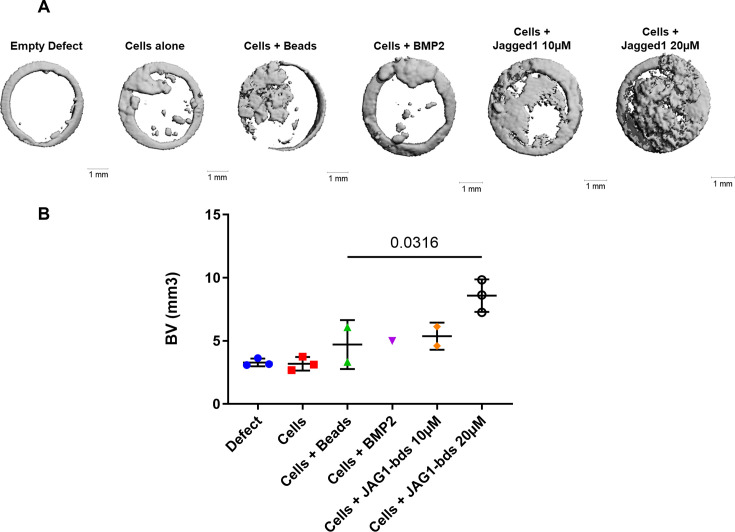
Pilot study of JAG1-bds delivery in a PEG hydrogel stimulates bone regeneration in a critical-sized bone defect mouse model. No cells (Empty Defect) or HBO cells alone or in the presence of JAG1-Dynabeads complex (20 μM) ± DAPT and bone morphogenetic protein 2 (BMP2; 2.5 µM) + Fc-Dynabeads were incorporated in 4% PEG-MAL hydrogels and implanted into 4 mm critical-sized defects in the parietal bones of 6- to 8-week-old NOD SCID mice (*n* = 3) as two separate doses (Initial dose, week 4). After 8 weeks, we quantified differences in regenerated bone volume within the defect and compared them between experimental groups by micro computed tomography (μCT) analysis. (**A**) μCT reconstructions of defects. (**B**) Quantification of regenerated bone volume. Data are presented as mean (n is shown) ± standard deviation (SD) with p-values reported (ordinary one-way analysis of variance [ANOVA] with Tukey’s multiple comparisons test with a single pooled variance).

**Figure 2—figure supplement 3.**
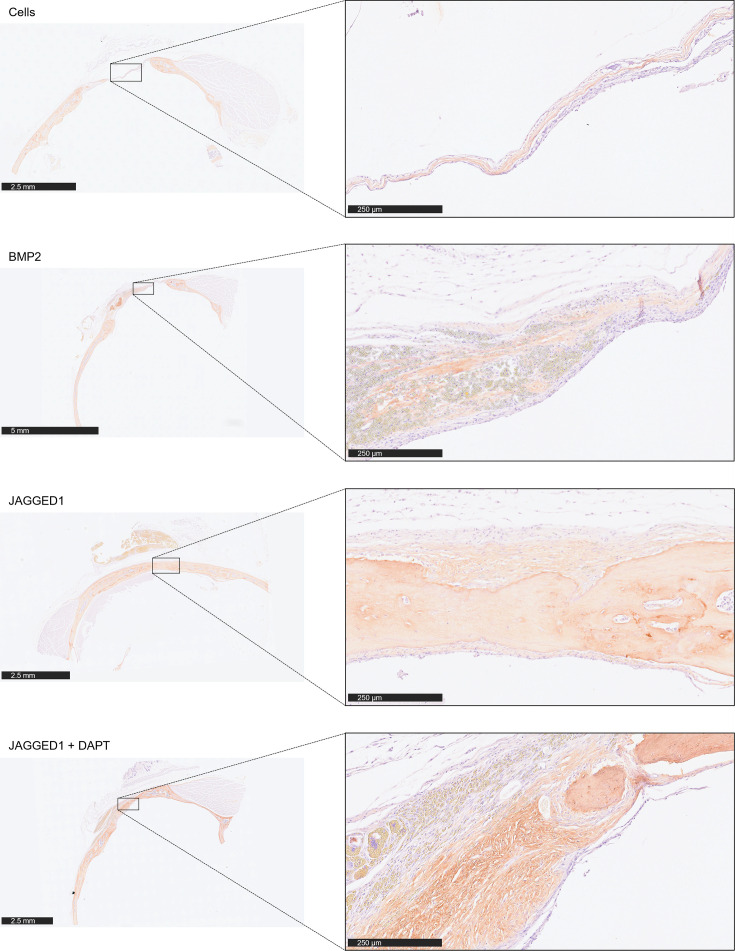
Immunohistochemical staining of calvarial defect tissue for Collagen 1. Formalin-fixed paraffin-embedded (FFPE) tissue from the calvarial defect experiment shown in Figure 2 was sectioned and stained with an antibody for COL1A1 (Cell Signaling #72026S) and counterstained with hematoxylin. Slides were scanned with the Olympus Nanozoomer whole-slide scanner at 20×.

### Transcriptional profiling of cultured HBO cells reveals genes regulated by the non-canonical NOTCH pathway

We previously found that JAG1 can activate a NOTCH non-canonical JAK2–STAT5 signaling pathway in mouse CNC cells, which stimulated expression of osteoblast genes (*Runx2* and *Bglap* (Osteocalcin)) as well as osteoblast commitment and proliferation (Kamalakar et al., 2019; Kamalakar et al., 2021). Thus, we asked if JAG1 would have similar effects for a non-canonical NOTCH pathway on HBO cells. 

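RNA from 12 cultures of HBO cells was sequenced, 3 for each of 4 conditions. The vehicle cultures are taken as the group that the paper also calls no treatment. DAPT is a γ-secretase inhibitor that blocks the canonical NOTCH pathway, and JAG1-bds are Dynabeads carrying the NOTCH ligand JAG1. The 3 cultures of a condition share a donor, so the spread between them holds no difference between donors. mRNA was selected by its poly(A) tail, and directional libraries were sequenced from both ends. The authors aligned the reads to hg38, removed duplicate reads and deposited the raw count of each gene in each library, without normalization. The paper's text does not name the gene annotation or the strand setting of the counting. The table lists 27693 genes with values, of which 11453 had no count in any library. Total counts per library ranged from 5717302 to 10367125 (median 9960089) with vehicle, from 8739023 to 12900211 (median 9561862) with DAPT, from 10171898 to 12891474 (median 11033618) with JAG1-bds, and from 5514797 to 10095968 (median 9857215) with JAG1-bds + DAPT. The depth that the paper states is in sequenced reads, while the values here rest on the reads counted on genes. COL1A2 took 8.37% to 11.9% of the counts of a library, more than any other gene. Replicates differed by more than the sampling noise: chi-square per degree of freedom was between 2.73 and 4.55 for the pairs within a condition, and the biological coefficient of variation was 0.0656. Counts were scaled by edgeR's TMM method, and the 9235 genes kept by edgeR's filterByExpr were tested with 1 quasi-likelihood fit over all 12 libraries. Each comparison sets 3 libraries against 3, for which an exact permutation test cannot give a p-value under 0.1, so the p-values come from the model over all genes. Counts are also given as CPM, scaled by the TMM library total, as mean ± SD over the 3 libraries.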

To evaluate this, we cultured HBO cells from a single donor in triplicate and conditioned for 24 hr with vehicle, DAPT, JAG1-bds, or both. Comparison of the JAG1-bds and JAG1-bds + DAPT conditions revealed clusters of genes that were up- or downregulated by JAG1 stimulation and remained with inhibition of NOTCH, that is, defining the non-canonical pathway (Figure 3A). 

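Between JAG1-bds and vehicle, 1549 genes were higher and 1477 lower with JAG1-bds at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between JAG1-bds + DAPT and vehicle, 994 genes were higher and 985 lower, and against DAPT alone, JAG1-bds + DAPT had 952 genes higher and 959 lower. These counts moved most when a change of at least 2-fold was also required, which left 319 higher and 447 lower genes between JAG1-bds and vehicle. JAG1-bds + DAPT and JAG1-bds differed from each other in 1208 genes higher with DAPT and 1155 lower. Across the genes tested, which are not independent replicates, the log2 fold changes of JAG1-bds and of JAG1-bds + DAPT against the same vehicle libraries had a Pearson r of 0.524 and shared their sign in 68.8% of genes. In 20 simulations of unchanged groups, the shared vehicle libraries alone gave a mean r of 0.516 and a shared sign in 67.3% of genes. No gene was changed in these simulations, so 0.516 is not the part of the observed r that the shared libraries give. With DAPT as the control of JAG1-bds + DAPT, so that no library was shared, r was 0.489 and the sign was shared in 66.3% of genes, against a simulated mean of -0.0044 and 49.95%. The effect of JAG1-bds differed with and without DAPT in 1230 genes (interaction, same test and adjustment), with 602 shifted up under DAPT and 628 down. HES1, a target of canonical NOTCH signaling on chromosome 3 of GRCh38 (194136148 to 194138732), had 14.7 ± 3.38 CPM with vehicle, 75.6 ± 2.70 with JAG1-bds, 4.32 ± 1.27 with DAPT and 9.81 ± 2.24 with JAG1-bds + DAPT (SD, n = 3). Its log2 fold change against vehicle was 2.40 with JAG1-bds (standard error 0.14, adjusted p = 1.4e-14 from edgeR) and -0.59 with JAG1-bds + DAPT (standard error 0.17, adjusted p = 0.012 from edgeR). The second change lost significance without vehicle replicate 2 (-0.43) or without JAG1-bds + DAPT replicate 2 (-0.46). The interaction for HES1 was -1.31 on the log2 scale (standard error 0.25, adjusted p = 3.0e-04 from edgeR), and against DAPT alone JAG1-bds + DAPT still raised HES1 by 1.09. HES4 (chromosome 1, 998962 to 1000172) rose by 4.65 on the log2 scale with JAG1-bds and by 2.31 under DAPT, with an interaction of -2.34 (adjusted p = 0.0048 from edgeR). HEYL had at most 2 counts in each vehicle library and was at least 38.2-fold higher with JAG1-bds, while its 3 libraries with JAG1-bds + DAPT held at most 3 counts. NOTCH3 and JAG1 rose by 2.02 and 2.64 with JAG1-bds and had interactions of -2.35 and -2.64. The 3 genes with the smallest interaction p-value in each direction were COL5A3 (-2.98), JAG1 and COL4A1 (-2.13) among those shifted down, and MT2A (1.82), PTX3 (1.58) and PPL (4.00) among those shifted up.

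**Figure D1:**
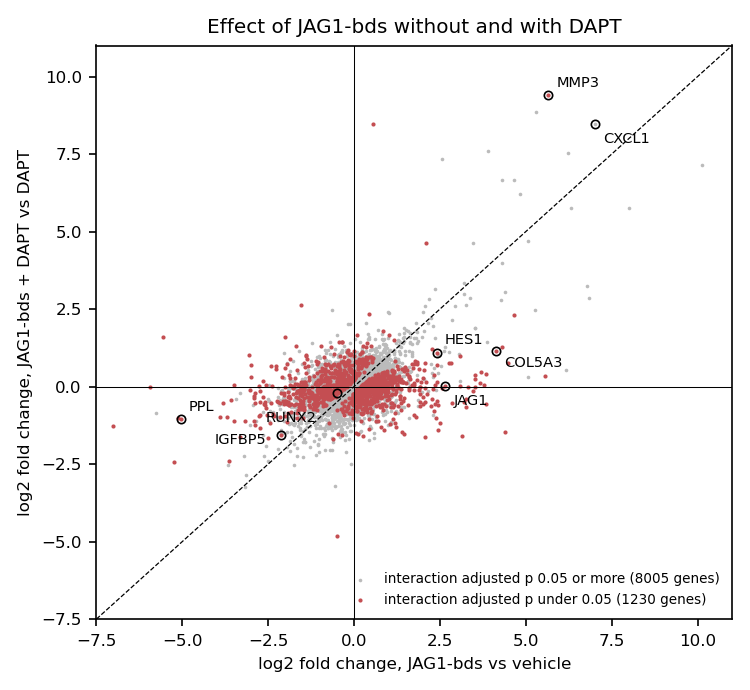
Log2 fold change of each of the 9235 genes tested, JAG1-bds against vehicle on the horizontal axis and JAG1-bds + DAPT against DAPT on the vertical axis, with the 1230 genes with an interaction in red, the other 8005 in gray and the dashed line marking equal effects. HES1, COL5A3 and JAG1 lie below the line and PPL above it.

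**Figure D2:**
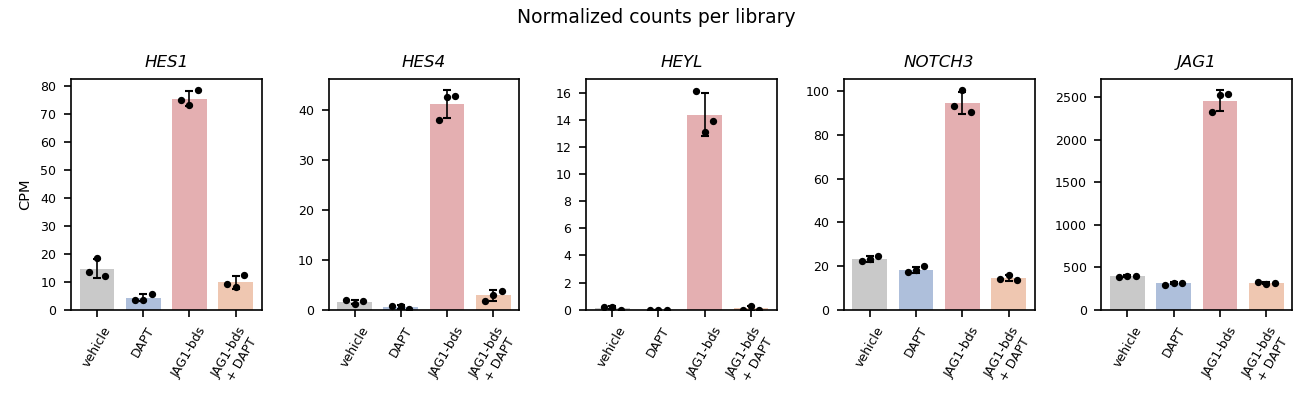
CPM of HES1, HES4, HEYL, NOTCH3 and JAG1 in each library (points) by condition, with bars at the mean and error bars of 1 SD (n = 3). In each panel the 3 JAG1-bds libraries lie above the 9 others.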

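Genes past the threshold in the same direction in both comparisons against vehicle, the overlap that the paper calls the non-canonical pathway, numbered 576 higher and 539 lower. A further 973 genes were higher and 938 lower with JAG1-bds without a call in the same direction with JAG1-bds + DAPT, and 418 were higher and 446 lower with JAG1-bds + DAPT without one with JAG1-bds. A call in one comparison and not in the other is not by itself a difference: 418 of the 973 and 333 of the 938 also had an interaction that reduced the effect under DAPT. These sets include 199 genes with changes past the threshold in opposite directions, with 138 higher with JAG1-bds and lower with JAG1-bds + DAPT, and 61 the reverse. The simulated unchanged groups gave an overlap of 0 genes in each of the 20 simulations, with at most 3 genes called for JAG1-bds against vehicle in any of them. With so few calls, they do not show what the shared vehicle libraries add to the overlap where many genes change. Among the 576 genes, 474 were also higher in JAG1-bds + DAPT than in DAPT alone, and 435 of the 539 were also lower. The effect was smaller with DAPT in 74 and larger in 33 of the 576, and smaller in 131 and larger in 16 of the 539 (interaction). DAPT alone moved 24 of the 576 and 26 of the 539 past the threshold. With DESeq2, the tool that the paper names, 528 genes were higher and 466 lower in both comparisons, of which 520 and 458 were among the genes above. Upper-quartile scaling gave 464 and 632, including 464 of the 576 and each of the 539. A 2-fold minimum moved the overlap most, to 77 higher and 59 lower. Among genes with a mean of at least 1 CPM and no overlap between replicates, the largest fitted rises were those of CCL5, BST2 and CXCL1 with JAG1-bds and of CCL5, MMP3 and CXCL1 with JAG1-bds + DAPT. Each vehicle library held at most 6 counts of any of these genes, so their order is not settled. BST2, with 1 count in each vehicle library, was at least 88.2-fold higher with JAG1-bds and at least 77.6-fold higher with JAG1-bds + DAPT. The largest falls with JAG1-bds on the log2 scale were those of SLITRK6 (-5.25, with 4 counts in JAG1-bds replicate 1 and 0 in the others), PPL (-5.05) and SLC14A1 (-3.89). Without JAG1-bds replicate 2, SLITRK6 was at -4.62, behind PPL at -4.79, and without replicate 1 its JAG1-bds libraries held no counts, so the order of these 2 genes is not settled. With JAG1-bds + DAPT they were those of TMEM176A, which was at least 8.25-fold lower, OMD (-3.33) and SLITRK6 (-2.68), and their order is not settled, as TMEM176A had at most 1 count per JAG1-bds + DAPT library and SLITRK6 (-3.48) lay beyond OMD (-2.94) without JAG1-bds + DAPT replicate 1.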

Analysis of differentially expressed genes (DEGs) in JAG1-bds and JAG1-bds + DAPT groups compared to no treatment revealed a total of 448 upregulated genes and 435 downregulated genes in the non-canonical pathway (Figure 3B, Supplementary file 1). These include upregulation of genes involved in osteoblast commitment (*RUNX2*), matrix remodeling (*MMP3*), and diverse cytokines and chemokines (*CCL5*, *CXCL1*, and *CXCL6*) as part of the non-canonical pathway (Figure 3C). 

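RUNX2 lies on chromosome 6 of GRCh38 from 45328157 to 45664349 and overlaps SUPT3H and RUNX2-AS1 on the opposite strand. Between 5 and 15 reads were counted on it per library. Its level was 1.34 ± 0.0978 CPM with vehicle, 0.937 ± 0.110 with JAG1-bds and 0.926 ± 0.324 with JAG1-bds + DAPT (SD, n = 3). Its log2 fold change against vehicle was -0.51 with JAG1-bds (standard error 0.47, adjusted p = 0.45) and -0.50 with JAG1-bds + DAPT (standard error 0.48, adjusted p = 0.53, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 3 JAG1-bds libraries lay below the 3 vehicle libraries, while chance separates 2 such groups in one direction or the other for 10% of genes, and the JAG1-bds + DAPT libraries overlapped them. With each library left out in turn, the first value stayed between -0.60 and -0.44. The second was -0.86 without JAG1-bds + DAPT replicate 2 and -0.27 without JAG1-bds + DAPT replicate 1. A change of this size was not detectable at this depth. RUNX2 has 6 RefSeq transcripts, and of the genes of the 8 lists analysed with 4 or more, 38.8% were listed at 0 in every library, against 6.4% of those with 1. MMP3 (chromosome 11, 102835801 to 102843609; WTAPP1 lies on the opposite strand) had 0 to 4 counts per vehicle library and 12.4 ± 2.35 CPM with JAG1-bds and 93.7 ± 19.3 CPM with JAG1-bds + DAPT (SD, n = 3). Its log2 fold changes against vehicle were 5.64 (standard error 0.39, adjusted p = 1.0e-12 from edgeR) and 8.57 (standard error 0.29, adjusted p = 2.6e-19 from edgeR). They were 4.98 and 7.90 without vehicle replicate 1, and 6.44 and 9.36 without vehicle replicate 3. MMP3 was higher with JAG1-bds + DAPT than with JAG1-bds by 2.92 (standard error 0.15). With at most 2 counts per DAPT library, no interaction is given for it. CCL5 (chromosome 17, 35871491 to 35880793) had no counts in any vehicle library, which allows a mean of up to 0.377 CPM. It reached 14.5 ± 2.38 CPM with JAG1-bds and 15.2 ± 0.950 with JAG1-bds + DAPT (SD, n = 3), at least 38.6-fold and at least 40.4-fold higher. CXCL1 (chromosome 4, 73869393 to 73871308) belongs to a group of similar chemokine genes between which reads could have been split. It had 0 to 6 counts per vehicle library and rose by 7.01 on the log2 scale with JAG1-bds and by 8.49 with JAG1-bds + DAPT (standard errors 0.30 and 0.26), or by 8.20 and 9.67 without vehicle replicate 3. Between the latter 2 groups it differed by 1.47 (standard error 0.12), while its interaction was not past the threshold (adjusted p = 0.36 from edgeR, log2 value 1.46). CXCL6 (chromosome 4, 73836640 to 73849064), which overlaps the pseudogene PPBPP1 on the same strand, was at least 13.6-fold higher with JAG1-bds and at least 54.3-fold higher with JAG1-bds + DAPT than with vehicle. It was higher by 2.02 in the latter group than in the former (standard error 0.24). For each of these 4 genes, the 6 libraries with JAG1-bds lay above the 3 vehicle libraries. IL8, IFI27, IFI6, TNFAIP6, HMOX1 and CFB, also labelled in Figure 3C, were past the threshold higher in both comparisons, from 0.38 (CFB) to 6.31 (IFI27) with JAG1-bds and from 1.51 (CFB) to 7.62 (IL8) with JAG1-bds + DAPT. IGFBP5, FGF7, COL12A1 and THBS1 were past it lower, from -2.52 (FGF7) to -0.29 (THBS1) and from -1.73 (IGFBP5) to -0.95 (THBS1).

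**Figure D3:**
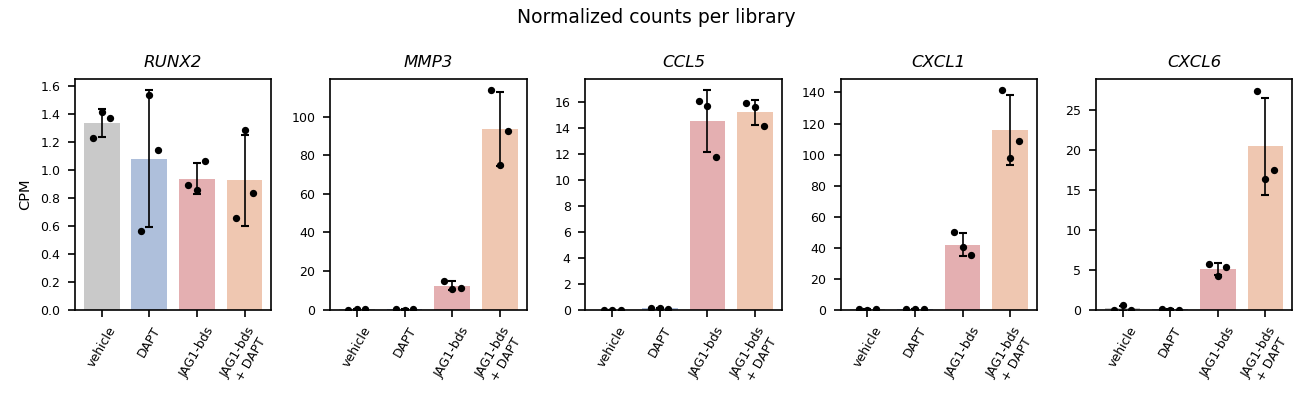
CPM of RUNX2, MMP3, CCL5, CXCL1 and CXCL6 in each library (points) by condition, with bars at the mean and error bars of 1 SD (n = 3), each panel on its own scale from 0. RUNX2 reaches at most 1.53 CPM in any library, and MMP3, CXCL1 and CXCL6 are highest in the 3 libraries with JAG1-bds + DAPT.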

Gene ontology (GO) analysis of the upregulated genes in the non-canonical pathway revealed significant over-representation of GO terms associated with *RUNX2*, cytokine signaling, Nuclear factor kappa B (NF-κβ), and cell cycle (Figure 3D). 

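The terms of the GO analysis were not analysed here. In their place, gene lists were tested among the non-canonical genes against the background of all genes tested, with a one-sided Fisher's exact test and Benjamini-Hochberg adjustment over the 16 tests. Of the 35 tested interferon-stimulated genes, 30 (85.7%) were among the higher genes, against 6.24% of the background (adjusted p = 6.6e-31, Fisher's exact test). The same held for 14 of 25 NF-κB targets and cytokines (56.0%, adjusted p = 8.7e-11, Fisher's exact test). Both lists hold genes that the paper labels in Figure 3C, so they are not independent evidence. Of 27 genes of DNA replication and S phase, 16 were among the higher genes (59.3%, adjusted p = 1.2e-12, Fisher's exact test), and of 38 proteasome subunits, 20 were (52.6%, adjusted p = 3.6e-14, Fisher's exact test). None of the 53 cytosolic ribosomal protein genes or the 6 NOTCH receptors and canonical targets was among the higher genes; 38 of the 53 were among the lower ones (71.7% against 5.84%, adjusted p = 1.6e-34, Fisher's exact test). Under DESeq2, RLE scaling, the 1.5 CPM filter, the replicate block, DAPT as the control of JAG1-bds + DAPT and each library left out, every one of these tests stayed on its side of the threshold. The shift of each whole list was tested with limma's camera at a preset correlation of 0.01, adjusted over 40 tests. Interferon-stimulated genes had a median log2 fold change of 1.47 with JAG1-bds and 1.89 with JAG1-bds + DAPT (adjusted p = 5.3e-25 and 4.0e-62, camera), or 1.47 and 1.89 with the 3 genes at or under 3 counts in a group set to their bounds. In each comparison 34 of the 35 genes were higher. NF-κB targets and cytokines had medians of 0.85 and 2.10 (adjusted p = 8.4e-11 and 6.1e-66, camera), or 0.71 and 1.62 with 5 genes at their bounds; without vehicle replicate 2 the first was 1.41. Their rise was larger under DAPT (interaction adjusted p = 5.2e-08, camera; median 0.95 over the 17 genes above 3 counts in every group, of which 13 were positive), but not with the correlation estimated from the data (adjusted p = 0.055, camera, the highest of a range from 3.1e-09 over the alternatives). Medians of DNA replication genes were 0.61 and 0.76, those of proteasome subunits 0.20 and 0.21, and those of ribosomal protein genes -0.31 and -0.30, and each of these shifts was past the threshold. NOTCH receptors and canonical targets had medians of 2.73 and -0.34, or 2.73 and -0.48 with genes at their bounds. The second was -0.67 without vehicle replicate 3 and -0.22 without vehicle replicate 2. Of the 23 shifts past the threshold, 22 were past it with fry, 19 with an estimated correlation and 19 with both. The proteasome and ribosomal protein shifts with JAG1-bds alone were not past it with an estimated correlation (adjusted p = 0.055 and 0.16, camera, the highest of ranges from 1.8e-06 and 1.0e-08). Of the interferon-stimulated genes, 31 were past the threshold higher with JAG1-bds over all genes tested and 32 adjusted over the list alone, and for NF-κB targets these counts were 16 and 17. For DNA replication genes they were 17 and 20, and for proteasome subunits 21 and 22.

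**Figure D4:**
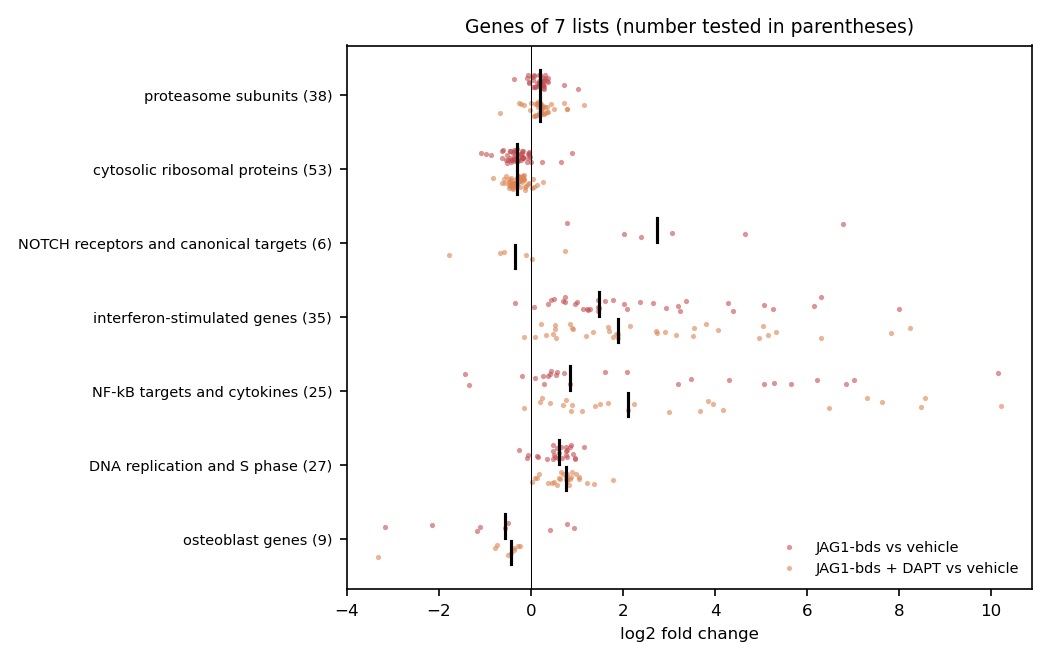
Log2 fold change of each tested gene of 7 lists (points) with JAG1-bds (red) and JAG1-bds + DAPT (orange) against vehicle, with a vertical bar at each median and the number of genes in parentheses. The interferon-stimulated genes and NF-κB targets lie mostly to the right of 0 in both comparisons, and the NOTCH genes only with JAG1-bds.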

More interestingly, the PIP3 activating *AKT* signaling pathway was upregulated by JAG1-bds treatment, suggesting that JAG1 can activate NOTCH non-canonical signals via the AKT pathway.

**Figure 3.**
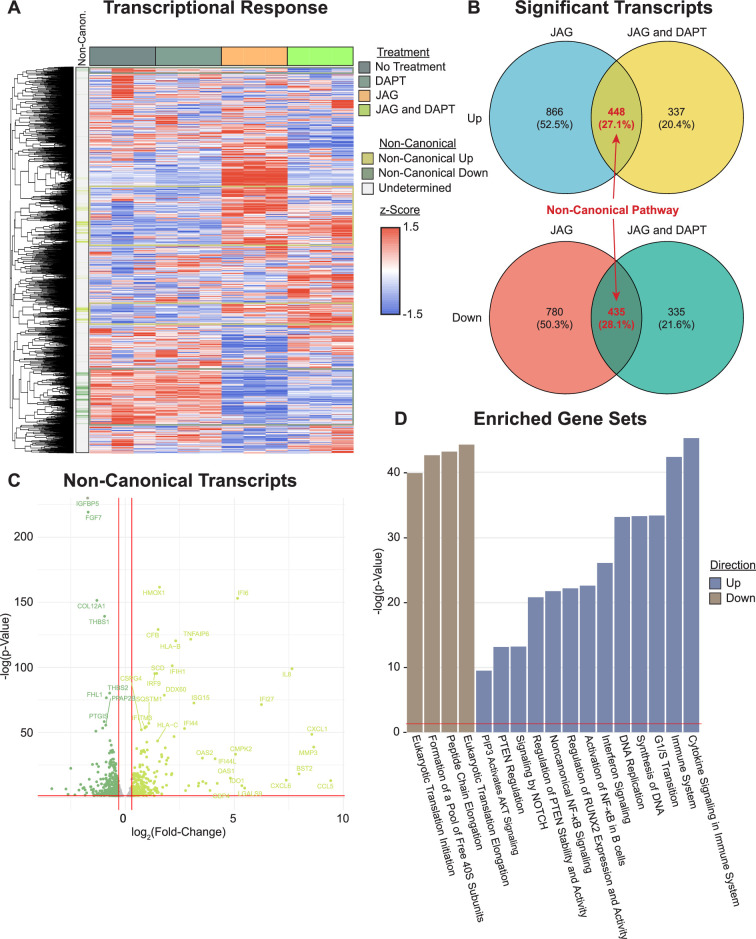
Transcriptional profiling reveals genes and pathways stimulated by non-canonical NOTCH signaling. (**A**) RNAseq reveals clusters of genes associated with the non-canonical NOTCH pathway (rows are *z*-scored, side color bar identifies up- and downregulated differentially expressed genes (DEGs) stimulated by the non-canonical pathway). (**B**) Overlapping DEGs in the JAG1-bds vs no-treatment and JAG1-bds + DAPT vs no-treatment comparisons reveal the non-canonical pathway (DEseq2). (**C**) Overlapping DEGs from JAG1-bds + DAPT vs no-treatment comparison. (**D**) Gene ontology over-representation test reveals significantly enriched up- and downregulated pathways (false discovery rate adjusted).

Collectively, these data suggest that JAG1 has a profound NOTCH non-canonical effect on HBO cells that stimulates HBO cell-osteoblast commitment and differentiation leading to HBO-cell-induced bone formation.

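Of 23 osteoblast genes in a list, 9 were tested and 10 were listed at 0 in all libraries, COL1A1 and SP7 among them, and ALPL had 0 to 2 counts per library. The table also lists ACTB and VIM at 0 in every library. A value at or near 0 is therefore not evidence that COL1A1, SP7 or ALPL was silent. The median log2 fold change of the 9 genes was -0.57 with JAG1-bds (adjusted p = 0.32, limma's camera with Benjamini-Hochberg adjustment), with 3 genes past the threshold higher and 5 lower. With fry the shift was past the threshold (adjusted p = 0.0026, the lowest of a range up to 0.47 over the alternatives). With JAG1-bds + DAPT the median was -0.44 (adjusted p = 1.1e-05, camera), with 9 of 9 genes lower and 5 of them past the threshold. In both comparisons 3 of the 9 were lower past the threshold and none was higher, against 5.84% and 6.24% of all genes tested (adjusted p = 0.034 and 1, one-sided Fisher's exact test with Benjamini-Hochberg adjustment). These 3 were OMD, which fell by 3.17 on the log2 scale with JAG1-bds, TNFRSF11B, which fell by 2.16, and DLX5, which fell by 0.57. COL1A2 and SPARC rose with JAG1-bds by 0.42 and 0.79 and fell with JAG1-bds + DAPT by 0.29 and 0.37 on the log2 scale. DAPT alone also lowered the list of 9 genes against vehicle (median -0.17, adjusted p = 0.0039, camera). The falls of JAG1-bds + DAPT against vehicle therefore include any effect of DAPT itself. Against DAPT alone, the list had a median of -0.52 with JAG1-bds + DAPT (adjusted p = 0.0021, camera). BGLAP, which shares sequence with the read-through gene PMF1-BGLAP on the same strand, had 6 to 23 counts per library and a log2 fold change of -1.11 with JAG1-bds (standard error 0.41, adjusted p = 0.038 from edgeR). That call was lost under DESeq2 (adjusted p = 0.095, with 0.015 to 0.20 over the alternatives) and in 4 of the 6 fits that each left out a library, among which the value ran from -1.54 without JAG1-bds replicate 1 to -0.77 without JAG1-bds replicate 2. With JAG1-bds + DAPT the change of BGLAP was -0.23 (standard error 0.39, adjusted p = 0.74 from edgeR). All these values are of RNA from cultures conditioned for 24 hr, with vehicle or DAPT as the control. By qRT-PCR at later days, the paper reports raised ALPL, COL1A1 and BGLAP with JAG1-bds in osteogenic media, compared with growth media. Time and control differ, so the values here cannot decide on those rises and do not contradict them. The paper takes the genes changed in both comparisons against no treatment as the non-canonical pathway, and names among them genes of osteoblast commitment, matrix remodeling and chemokines. From these genes and their GO terms it proposes that JAG1 acts through a non-canonical NOTCH effect that drives HBO cells to osteoblast commitment and differentiation.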

### JAG1 induces increased cytokine production and phosphorylation of NOTCH non-canonical pathway targets in pediatric HBO cells

Having observed that JAG1-induced osteoblast commitment of murine CNC cells via a NOTCH non-canonical pathway (JAG1–JAK2), we sought to determine whether JAG1 activated NOTCH non-canonical pathways and targets in the pediatric HBO cells. Serum-starved pediatric HBO cells were subsequently treated with JAG1-bds (5.7 μM) with or without DAPT (15 μM), to block the NOTCH canonical pathway, as a time course stimulation for 5, 10, 15, and 30 min. Phosphorylation levels for signaling molecules were assessed via Luminex-based multiplex assays. We observed significantly increased phosphorylation of multiple signaling molecules, including STAT5, AKT, P38, JNK, RELA, and p70 S6K in JAG1-bds-treated cells, even in the presence of DAPT (Figure 4). We have previously shown that JAG1 induced the phosphorylation of STAT5 during CNC cell differentiation to osteoblasts (Kamalakar et al., 2021). Prior studies emphasize the importance of non-canonical signaling, crosstalk between NOTCH, and other cellular signaling mechanisms. For example, the WNT pathway cross-talks with the NOTCH canonical pathway during vascular morphogenesis (Caliceti et al., 2014). Furthermore, previous reports have shown that STAT5 is essential for AKT–p70 S6K activity during lymphocyte proliferation in patients with leukemias and lymphomas (Lockyer et al., 2007). Similarly, the P38 pathway has been shown to activate the mammalian target of rapamycin (mTOR)–p70 S6K pathway during oxidative stress in mouse embryonic fibroblast cells which culminates in upregulation of antioxidative enzymes that assist in reactive oxygen species removal and thereafter increase cell survival (Gutiérrez-Uzquiza et al., 2012). Also shown previously, JNK phosphorylates p70 S6K to induce osteoblast proliferation and differentiation of MC3T3 cells, and can crosstalk in other physiological systems, for example, during hepatocyte proliferation (Bouxsein et al., 2010; Love et al., 2014; Zhao et al., 2014). A study by Miwa et al., in 2012, showed that AKT–mTOR–p70 S6K, extracellular signal-regulated kinases (ERK), and NF-κB were involved together in proliferation of osteosarcoma cells and these pathways could be inhibited by caffeine thereby decreasing tumor burden (Miwa et al., 2012). We observe in our results that many of the pathways activated by JAG1 in the pediatric HBO cells lead to the phosphorylation of p70 S6K, downstream. These findings implicating phospho-protein signaling pathways, especially NF-κB and AKT (downstream of phosphatase and tensin homolog (PTEN)) are consistent with our transcriptional profiling (Figure 3) and collectively implicate p70 S6K as a potential downstream contributor to JAG1-induced, pediatric HBO cell-mediated bone regeneration. Therefore, we proceeded to determine if p70 S6K is an essential downstream target of the JAG1-induced NOTCH non-canonical signaling in pediatric HBO cells (Figure 5).

**Figure 4.**
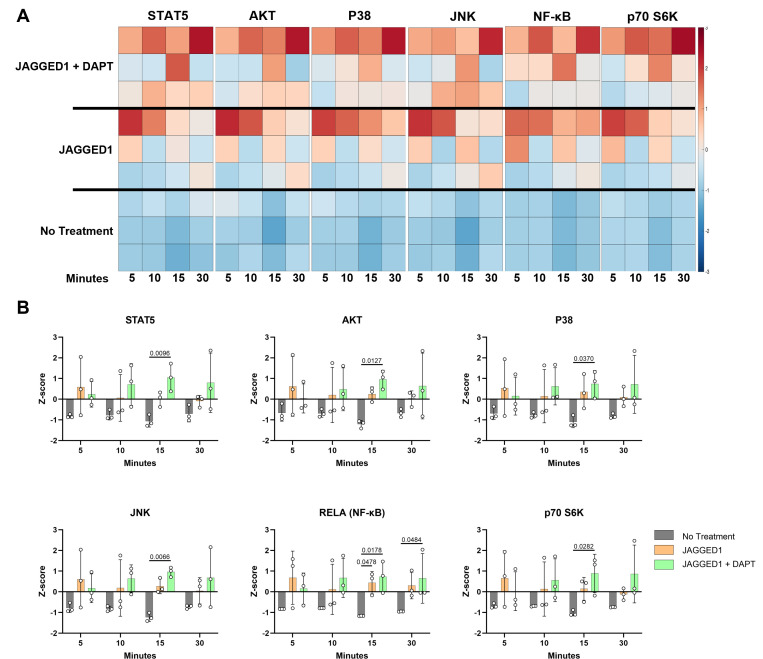
JAGGED1 induces a non-canonical NOTCH pathway in HBO cells. HBO cells undergo mineralization through a non-canonical pathway. Luminex analysis of lysates obtained from three HBO cell lines untreated or treated with Dynabead-bound recombinant JAG1-Fc fragment (5.7 μM) ± DAPT (15 μM), a NOTCH canonical pathway inhibitor in a time course manner (5, 10, 15, and 30 min), (**A**) Heatmaps and (**B**) *z*-Scores plotted on graphs. Each data point represents mean *n* = 3 ± standard deviation (SD) per cell line with p-values reported.

**Figure 5.**
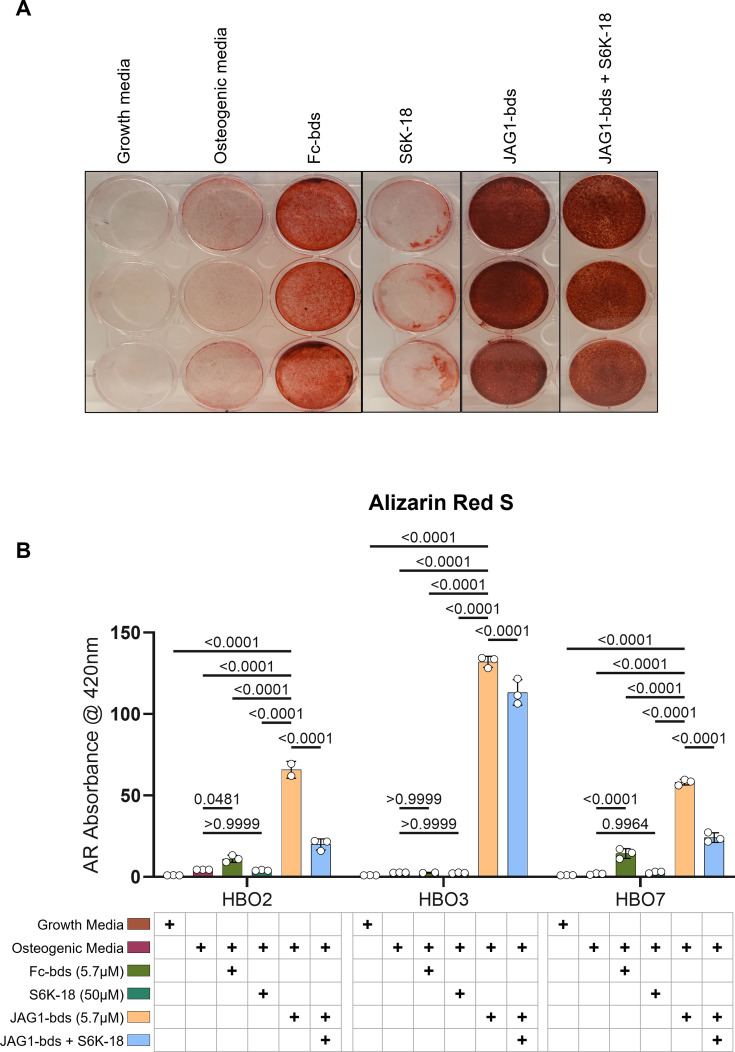
p70 S6K is an essential target during JAGGED1-induced mineralization of HBO cells: HBO cells were treated with growth media alone, osteogenic media alone or with Fc-Dynabeads (5.7 μM), S6K-18 alone (a p70 S6K phosphorylation inhibitor) (50 μM), and JAG1-Dynabeads (5.7 μM) alone or in combination with S6K-18 (50 μM). The cells were half-fed every 5 days. On day 21 cells are fixed with 50% ethanol and thereafter, stained with 1% Alizarin Red S.(A) Representative image of HBO7. (**B**) Alizarin Red S dye was extracted from stained cells using a 1:10 dilution of acetic acid and water, and the absorbance was read at 420 nm. Data represent mean *n* = 3 ± standard deviation (SD) per cell line with p-values indicated.

**Figure 5—figure supplement 1.**
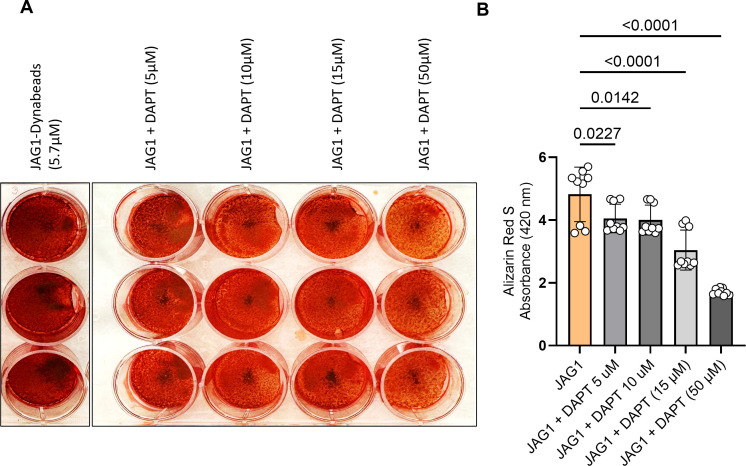
Mineralization assay with DAPT inhibition of the NOTCH canonical pathway. HBO1 cells were treated with JAG1-Dynabeads (5.7 μM) alone or in combination with increasing concentrations of DAPT in a dose–response test (50 μM). The cells were half-fed every 5 days. On day 21 cells were fixed with 50% ethanol and thereafter, stained with 1% Alizarin Red S. (A) Representative image of HBO1. (**B**) Alizarin Red S dye was extracted from stained cells using a 1:10 dilution of acetic acid and water, and the absorbance was read at 420 nm. Data represent mean ± standard deviation (SD) per cell line with p-values indicated, *n* = 9. Ordinary one-way ANOVA with Dunnett's multiple comparisons test, with a single pooled variance.

**Figure 5—figure supplement 2.**
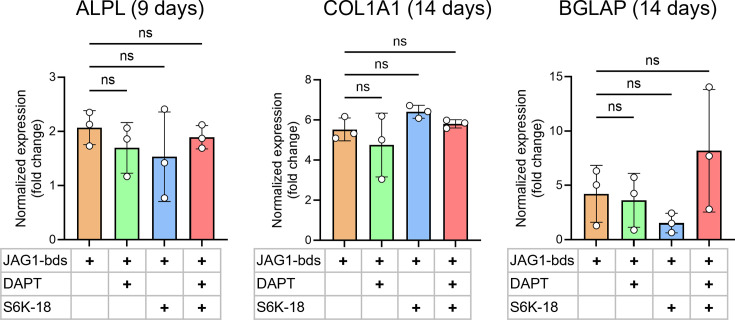
Inhibition of JAGGED1-induced mineralization of HBO cells with inhibitors of NOTCH and p70 S6K. HBO cells were treated with JAG1-bds (5.7 μM) alone or in combination with DAPT (15 µM), S6K-18 (a p70 S6K phosphorylation inhibitor) (50 μM) or S6K-18 (50 μM) + DAPT (15 μM). The cells were half-fed every 5 days. Mineralization assays were conducted in triplicate, and cells were collected at days 9, 14, and 21. RNA was subsequently assessed by qRT-PCR as described in Methods. Data were normalized to growth media with glyceraldehyde-3-phosphate dehydrogenase (GAPDH) as the reference gene. These charts compare normalized expression of genes with JAGGED1 stimulation and with inhibitors. Data represent the mean values of three biological and two technical replicates per condition (mean ± standard deviation [SD], ordinary one-way analysis of variance [ANOVA] with Šídák’s multiple comparisons test, with single pooled variance).

### Inhibition of phosphorylated p70 S6K leads to inhibition of JAG1-induced mineralization of pediatric HBO cells

As shown previously, we measured significantly increased alkaline phosphatase production as well as mineralization in JAG1-bds-treated samples compared to all other treatments. We also showed an increase in the phosphorylation of p70 S6K. According to multiple reports in literature, phosphorylation of p70 S6K occurs downstream of multiple pathways (AKT, JAK–STAT, and P38) that we identified in JAG1-induced pediatric HBO cells (Lockyer et al., 2007; Gutiérrez-Uzquiza et al., 2012; Miwa et al., 2012). Thus, we next tested whether the phosphorylation of p70 S6K is an essential downstream target of JAG1-NOTCH during HBO cell mineralization. HBO cells were treated with growth media alone, osteogenic media alone, or Fc-bds (5.7 μM) as negative controls, and JAG1-bds (5.7 μM) with or without S6K-18, an inhibitor of phosphorylated p70 S6K (Ye et al., 2011), in the presence of osteogenic media. On day 21, the cells were stained for mineralization using Alizarin Red S stain. As shown in Figure 5, we observed that negative controls did not induce mineralization of the HBO cells while JAG1-bds induced significantly higher levels of mineralization, as expected. S6K-18-treated samples showed partial inhibition of 50.2% of the JAG1-bds-induced mineralization (p = 0.0015) and not 100%, possibly because the NOTCH canonical pathway was not inhibited in these samples. Inhibition of JAG1-bds-induced mineralization by S6K-18 treatment alone was significant compared to mineralization induced by JAG1-bds alone suggesting that the phosphorylation of p70 S6K is an essential event downstream of JAG1-NOTCH in JAG1-stimulated HBO cells. Additionally, inhibition of JAG1-bds-induced mineralization was observed with DAPT, an inhibitor of canonical NOTCH signaling (Figure 5—figure supplement 1). Subsequent repeat experiments involved collecting the cells on days 9, 14, and 21 for qRT-PCR analysis. While inhibition of NOTCH and p70 S6K decreased mineralization in our mineralization assay, there are no statistically significant changes in gene expression for *ALPL*, *COL1A1*, or *BGLAP* (Figure 5—figure supplement 2). These results suggest that the HBO cells phenotypes are maturing into osteocytes and that inhibiting p70 S6K hinders the cellular ability to mineralize but not the cell phenotype progression.

## Discussion

We and others have previously demonstrated that JAG1 exhibits osteo-inductive properties in murine cell lines (Kamalakar et al., 2019; Kamalakar et al., 2021; Kornsuthisopon et al., 2022; Youngstrom et al., 2016; Dishowitz et al., 2014). JAG1 also induces the expression of pre-osteoblast genes like *Runx2* in murine CNC cells, even when the canonical NOTCH pathway is disabled using DAPT (Kamalakar et al., 2019; Youngstrom et al., 2017), and further promotes CNC cell commitment to osteoblast differentiation via a JAG1–JAK2 non-canonical signaling pathway (Kamalakar et al., 2019; Youngstrom et al., 2016). Thus, we hypothesized that JAG1 can induce osteoblast differentiation and mineralization of pediatric human bone osteoblast-like (HBO) cells, and the delivery of JAG1 with pediatric HBO cells constitutes an effective treatment for inducing bone regeneration in a pediatric CF bone loss model.

To enhance the clinical translatability of this study, our lab derived HBO-like cells by collagenase digestion of human pediatric fibula bones. JAG1 has previously been shown to induce survival and proliferation of human mesenchymal stem cells, which are osteoblast precursors and various other human cell types, for example LNCaP which is a prostate cancer cell line, glioma cells, and intestinal epithelial cells during progression of colorectal cancer (Pannequin et al., 2009; Purow et al., 2005). Osathanon et al. showed that tissue culture plate surface-immobilized JAG1-stimulated osteoblast proliferation and differentiation in iliac bone-derived cells (Osathanon et al., 2019). As seen in Figure 1A, B, we also observed increased mineralization of the JAG1-bds-treated HBO cells compared to other controls (growth media alone, osteogenic media alone, and Fc-bds) in HBO cell lines obtained from seven different pediatric fibular samples. The ability of Fc-bds to stimulate mineralization in vitro is previously described in the literature but has not been found to be osteogenic in vivo (Kamalakar et al., 2019; Kamalakar et al., 2021). This suggests that JAG1 reliably induces the human osteoblast-like primary cell expansion and differentiation in multiple human bone cell lines. These results suggest that HBO cells behave similar to murine CNC cells in vitro and applying these humanized experiments to critically sized defects will assess JAG1 as a potential bone regenerative therapeutic.

To confirm that JAG1 induces pediatric HBO cells to facilitate osteogenesis in vivo, as it did in vitro, we tested this strategy using an in vivo model of repair using murine CF defects. As shown in Figure 2—figure supplement 1A, B, PEG-4MAL hydrogels encapsulating JAG1-Dynabeads and pediatric HBO cells were implanted in critically sized parietal bone defects (4 mm) in athymic nude mice (NOD-SCID), which were used to prevent rejection of human cells. Four weeks later the mice received a second dose of treatments (Figure 2—figure supplement 1C) via a transcutaneous injection to maintain the osteogenic signaling. Intermittent treatment with bone-regenerative therapeutics, like PTH (Kamalakar et al., 2019; Nardi et al., 2020; Wu et al., 2021; Choi et al., 2020; Kumar et al., 2016; Grover et al., 2011; Roberts and Rosenbaum, 2012; Kakabadze et al., 2017; Chim et al., 2010; Chaushu et al., 2010; Dahlin and Johansson, 2011; Baumhauer et al., 2014; Laurie et al., 1984; De Sousa, 2010; Shah et al., 2021; Rowshan et al., 2010; Elsalanty and Genecov, 2009; Nosho et al., 2020; Takayama et al., 2017; Albanese et al., 2013; Seto et al., 2006; Zuk, 2008; Huang et al., 2014; Tannoury and An, 2014; Zanotti and Canalis, 2012; Nobta et al., 2005; Regan and Long, 2013; Youngstrom et al., 2017; Phelps et al., 2012; Bouxsein et al., 2010; Love et al., 2014; Zhao et al., 2014; Sayers et al., 2021; Thomas et al., 2022; Fowler et al., 2012; Langdahl et al., 2018) has been shown to lead to anabolic increase in bone mineral density. The ORTHOUNION clinical trial which aimed at enhancing bone healing in long bone nonunion fractures focused on testing the treatment involving two different sequential doses of expanded bone marrow-derived mesenchymal stem cells (Gómez-Barrena et al., 2018). In our study, 8 weeks after the initial dose, the regenerated BV was measured using µCT. As seen in Figure 2B, the fold change of BV regenerated by JAG1-bds in the presence of DAPT (fold change: 1.6, normalized to cells alone treatment) was comparable to JAG1-bds alone treatment (fold change: 1.5, p = 0.9583), and was significantly higher compared to the cells alone treatment group (p = 0.0038). The inhibition of NOTCH canonical signaling in mesenchymal stem cells using DAPT has been shown previously to enhance osteogenesis (Luo et al., 2019). A rheumatoid Arthritis C57BL/6 SCID mouse model carrying a human *TNF* transgene when treated with intermittent doses of DAPT showed improved bone regeneration (Zhang et al., 2014). This supports our current results that JAG1 induces bone regeneration independently of NOTCH canonical signaling in the HBO cells. However, structural and mechanical properties of the bone will require characterization in the future using biomechanical testing.

As shown in our previous publications, JAG1-induced osteoblast commitment of murine CNC cells via a NOTCH non-canonical pathway. In our current data, it is observed that JAG1-induced HBO cells to regenerate bone and repair cranial defects even in the presence of a NOTCH canonical pathway inhibitor (DAPT), which suggests that JAG1-induced pediatric HBO cell-facilitated bone regeneration occurs via a NOTCH non-canonical pathway. Therefore, to identify the NOTCH non-canonical pathway targets that are activated by JAG1-bds in HBO cells, we isolated RNA from the JAG1-bds-treated HBO cells, subjected it to RNA sequencing and performed pathway analyses on the data obtained. The data showed that a total of 448 genes were upregulated, and 435 genes were downregulated in JAG1-bds and JAG1-bds + DAPT groups compared to no treatment and thus these genes participate in the non-canonical NOTCH signaling pathway (Figure 3B, Supplementary file 1). Some of the genes that are upregulated as part of the non-canonical NOTCH pathway are known to be involved in osteoblast commitment (*RUNX2*), matrix remodeling (*MMP3*), and diverse cytokines and chemokines (*CCL5* and *CXCL1*). RUNX2 is commonly known to be expressed by osteoblasts as a sign of their recruitment into the lineage (Komori, 2010). MMP3 is also abundantly expressed by osteoblasts and is an important regulator of bone remodeling. MMP3 is an enzyme that is essential in the processing of collagen on bone surface, which in turn is necessary for osteoclast recruitment and bone resorption (Jehan et al., 2022). Chemokine CCL5 is abundantly expressed by osteoblasts, and it is also involved in recruitment of osteoblast progenitor cells (Brylka and Schinke, 2019). PTH/parathyroid hormone 1 receptor (PTH1R) induces the differentiation of osteoblasts, and it has been shown that CXCL1 serves as an intermediate during this process (Onan et al., 2009). GO analysis of the upregulated genes in the non-canonical pathway revealed significant enrichment of GO terms associated with *RUNX2*, cytokine signaling, and cell cycle as described earlier are involved in osteoblastic cell proliferation, recruitment, and differentiation leading to bone remodeling. *RELA* was also upregulated, and it is known to be a radiation-induced pro-survival factor in human osteoblastic cells (Xiao et al., 2009). 

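RELA lies on chromosome 11 of GRCh38 from 65653599 to 65663090, has 12 RefSeq transcripts, and has RELA-DT on the opposite strand. In the HBO cells cultured for 24 hr, its level was 11.7 ± 1.34 CPM with vehicle, 10.2 ± 0.740 with DAPT, 9.88 ± 1.80 with JAG1-bds and 10.2 ± 1.68 with JAG1-bds + DAPT (SD, n = 3), from 54 to 144 counts per library. The log2 fold change against vehicle was -0.22 with JAG1-bds (standard error 0.17, adjusted p = 0.34) and -0.16 with JAG1-bds + DAPT (standard error 0.17, adjusted p = 0.56, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The libraries with vehicle, JAG1-bds and JAG1-bds + DAPT overlapped. The first value was -0.10 without JAG1-bds replicate 1 and -0.36 without JAG1-bds replicate 2. The second was -0.32 without JAG1-bds + DAPT replicate 1 and -0.08 without vehicle replicate 2.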

More interestingly, the PIP3 activating AKT signaling pathway was upregulated by JAG1-bds treatment, suggesting that JAG1 can activate NOTCH non-canonical signals via the AKT pathway. Collectively, these data reveal that JAG1 has a profound NOTCH non-canonical effect on HBO cells that stimulates HBO cell-osteoblast commitment and differentiation, and HBO-cell-induced bone formation.

We also obtained lysates from HBO cells treated with JAG1-bds in the presence and absence of DAPT and subjected them to Luminex-based multiplex assays. The Luminex-based assays demonstrated that JAG1 induces the phosphorylation of various signaling targets, including STAT5, AKT, P38, JNK, RELA, and p70 S6K, between 15 and 30 min, as shown in Figure 4. As discussed earlier, prior studies emphasize the importance of non-canonical signaling, crosstalk between NOTCH, and other cellular signaling mechanisms (Caliceti et al., 2014). These studies show that STAT5 is essential for AKT–p70 S6K activity during lymphocyte proliferation in patients with leukemias and lymphomas (Lockyer et al., 2007), and that AKT–mTOR–p70 S6K, ERK, and NF-κB were involved together in proliferation of osteosarcoma cells (Miwa et al., 2012). JNK was previously found to phosphorylate p70 S6K to induce osteoblast proliferation and differentiation of MC3T3 cells (Iijima et al., 2002; Svegliati-Baroni et al., 2003; Żurek et al., 2019), and that the P38 pathway has been shown to activate the mTOR–p70 S6K pathway during oxidative stress in mouse embryonic fibroblasts (Gutiérrez-Uzquiza et al., 2012). Taken together, our results and the results of others demonstrate that the p70 S6K pathway may be a node at which osteoblast induction occurs in HBO cells, making it a potential major contributor to bone regeneration caused by JAG1-induced HBO cells. To test this hypothesis, we proceeded to confirm that p70 S6K is an essential target of the JAG1-induced NOTCH non-canonical signaling in HBO cells (Figure 5). p70 S6K is an enzyme that phosphorylates the S6 ribosomal protein to initiate protein synthesis which supports growth, proliferation, differentiation, and glucose homeostasis of cells (Ruvinsky et al., 2005; Ruvinsky and Meyuhas, 2006; Ruvinsky et al., 2009). We found that JAG1-induced mineralization in HBO cells was predominantly (50.2%) inhibited by S6K-18, an inhibitor of the phosphorylation of p70 S6K, recognizing that other non-canonical signaling pathways are also important in bone regeneration (e.g., p38, AKT). However, inhibition of JAG1-induced mineralization caused by S6K-18 treatment alone was significant compared to that induced by JAG1-bds alone (p = 0.015), suggesting that the phosphorylation of p70 S6K is a significant contributor of osteoblast induction in JAG1-stimulated HBO cells. Thus, p70 S6K is an important downstream target of JAG1-NOTCH in JAG1-stimulated HBO cells.

Studying the mechanisms by which JAG1 induces osteoblast commitment and bone formation will enable new treatment avenues that involve the delivery of not only tethered JAG1 but also the JAG1-NOTCH non-canonical signaling intermediates themselves or their activators as powerful treatment options to induce bone regeneration in CF bone loss injuries. High-throughput screening for existent, FDA-approved drugs, compounds, and small molecules can be used to identify pharmacological activators of p70 S6K, as future directions of this study. Additionally, further investigation of RELA and the other downstream signaling targets identified in our Luminex-based assays are currently in the planning stages. These findings can provide powerful treatment options to induce bone regeneration in CF bone loss injuries and avoid the limitations with currently available therapies.

## Materials and methods

### HBO cell isolation

HBO cell lines were derived from healthy fibulas of seven pediatric subjects under appropriate Institutional Review Board approval. Segments of the fibulas were digested using collagenase A (Roche, 10103578001) used at 0.1 mg/ml treatment for 40 min with replacement of collagenase A midway at 20 min and then digested with 0.2 mg/ml of collagenase A for 60 min at 37°C with intermittent shaking. The segments of bone were maintained in Dulbecco’s modified Eagle medium (DMEM) + Primocin Antimicrobial agent for primary cells (Invivogen, ant-pm-1) + 10% fetal bovine serum (FBS) + 50 µM ascorbic acid (Sigma, 49752) + 10 nM dexamethasone. Media changes were performed every 5 days. Osteoblast-like cells began to grow out of the bone segments by day 10. These cells can be passaged and frozen for storage. HBO cell lines used for experiments were selected based on the ability of the primary cell line to proliferate and mineralize in culture. On addition of Osteogenic media [DMEM + Primocin + 10% FBS + 50 µM ascorbic acid + 10 nM dexamethasone (Sigma, D1756) + 10 mM beta-glycerophosphate disodium (Sigma, G9422)], the cells form mineralized nodules indicating their osteogenic ability as seen in Figure 1—figure supplement 1.

### JAG1 immobilization

As per the manufacturer’s recommendations, 50 μl (1.5 mg) of Dynabeads Protein G (Invitrogen 10004D) were transferred to a tube, where the beads were separated from the solution using a magnetic tube rack (Bio-Rad, 1614916) and washed once using 200 μl phosphate-buffered saline (PBS) with 0.1% Tween-20 (Fisher, BP337-500). The wash buffer was separated from the beads-Fc complex using the magnetic rack. Recombinant JAG1-Fc (5, 5.7, 10, or 20 µM) (Creative Biomart, JAG1-3138H) or control IgG-Fc fragment (5 or 5.7 µM) (Abcam, ab90285) were diluted in 200 μl PBS with 0.1% Tween-20 and then added to the Dynabeads. The beads plus proteins were incubated at 4°C with rotation for 16 hr. Thereafter, the tubes were placed back on the magnetic rack and the supernatant was removed. The bead–JAG1/Fc complex was resuspended in 200 μl PBS with 0.1% Tween-20 to wash by gentle pipetting. The wash buffer was also separated from the beads–Fc complex using the magnetic rack, and the final suspension of the beads in hydrogels was used as treatment.

### Mineralization assay

HBO cells were seeded at 30,000 cells per well in a 12-well plate, treated (*n* = 3) with and cultured for 21 days in osteogenic media (DMEM + Primocin + 10% FBS + 50 µM ascorbic acid + 10 nM dexamethasone + 10 mM beta-glycerophosphate) with half feeds every 5 days. Treatments included growth media (DMEM + Primocin + 10% FBS), osteogenic media, Fc-Dynabeads (5.7 μM) in osteogenic media or JAG1-Dynabeads (5.7 μM) in osteogenic media. Inhibitors *N*-[*N*-(3,5-difluorophenacetyl)-L-alanyl]-*S*-phenylglycine *t*-butyl ester (DAPT; Sigma, D5942) (15 µM) and 5-(1,1-dimethylethyl)–2-[[(1*H*-indazol-5-ylamino)carbonyl]amino]-3-thiophenecarboxylic acid (S6K-18 – inhibitor of p70 ribosomal S6 kinase 1; Selleck Chemicals, S0385) (50 μM) were also added to JAG1-Dynabeads conditions for experiments shown in Figure 5 and Figure 5—figure supplements 1 and 2. For PCR, cells were collected on days 7–9, 14, and 21 (see Methods ‘RNA extraction and qRT-PCR’). For Alizarin Red staining: On day 21, the cells were fixed using 50% ethanol for 15 min at 4°C. The fixed cells were then stained with Alizarin Red S dye (LabChem, LC106002) to detect mineralization. The dye was extracted using a 10% acetic acid solution in water and quantified by measuring the absorbance at 420 nm using a spectrophotometer.

### Hydrogel preparation

We prepared poly (ethylene glycol) (PEG)-based synthetic hydrogels incorporating cell adhesive peptides in two steps. First, maleimide end-functionalized 20 kDa four-arm PEG macromer (PEG-4MAL, with >95% end-group substitution, Laysan Bio, 4ARM-PEG-MAL-20K) was reacted with a thiol-containing adhesive peptide GRGDSPC (RGD, Genscript, RP20283) in PBS with 20 mM 4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid (HEPES) at pH 7.4 for 1 hr. Then, the RGD-functionalized PEG-4MAL macromers were cross-linked in the presence of HBO cells and JAG1-Dynabeads into a hydrogel by addition of the dithiol protease-cleavable peptide cross-linker GPQ-W (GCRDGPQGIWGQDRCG) (New England Peptides, Inc (NEP) Custom synthesized) (Kamalakar et al., 2019; Phelps et al., 2012). The final gel formulation consisted of 4.0% wt/vol polymer and 1.0 mM RGD.

### In vivo experiments

We performed all in vivo experiments using procedural guidelines with appropriate approvals from the Institutional Animal Care and Use Committee of Emory University (#PROTO201700263). Six- to eight-week-old male and female NOD.Cg-Prkdc^scid^/J mice (The Jackson Laboratory, 001303) were used. As shown in Figure 2—figure supplement 1, the surgery site was disinfected and then incisions were made using sterile surgical equipment to expose the parietal bones of the mice. Thereafter, 4 mm defects were created in the parietal bones using a variable speed drill (Aseptico (MicroNX), MAX-88ESP, CL1791023) and sterile circular knives. *JAG1 delivery*: PEG-4MAL hydrogels (20 µl) loaded with JAG1-Dynabeads without or with 100,000 HBO cells (*n* = 13–15 for all treatment groups) were placed within the defects created in parietal bones in the NOD-SCID mouse skulls as the first dose. A second dose of the hydrogels encapsulating HBO cells and Dynabead-bound JAG1 were administered as transcutaneous injections during week 4 to continue the bone regenerative action of JAG1. Skulls were then harvested at week 8, fixed using 10% neutral buffered formalin (VWR, 89370-094) and imaged with µCT. HBO primary cell lines 2, 6, and 7 from separate individuals were selected for these experiments based on similar growth and passage characteristics. Inclusion criteria: Survival to end of the experiment. Exclusion criteria: Illness that required euthanasia before the end of the experiment or death.

### Micro computed tomography

µCT analyses were conducted according to current guidelines for the assessment of BV within the defects created in mouse calvaria (Bouxsein et al., 2010). Briefly, formalin-fixed skulls were positioned in the µCT tubes with the nose facing the bottom of the tube and imaged in a µCT 40 (Scanco Medical AG, Bassersdorf, Switzerland) using a 36-µm isotropic voxel size in all dimensions. Thereafter, using a consistent and pre-determined threshold of 55 kVp, 145 µA, 8 W and 200 ms integration time for all measurements, three-dimensional reconstructions were created by stacking the regions of interest from ~600 two-dimensional slices consisting of the entire skull and then applying a gray-scale threshold of 150 and Gaussian noise filter (*σ*  =  0.8, support  =  1.0), a coronal reformatting was done. Thereafter, a circular region of interest encompassing the defect was selected for analysis consisting of transverse CT slices encompassing the entire defect and, new BV was calculated.

### Histology

#### Masson trichrome staining

Formalin-fixed skulls used for µCT measurements were decalcified in Cal-ex (Fisher, C5510-1D), embedded in paraffin, and sectioned on a microtome to obtain 5 µm sections which were then stained using a Masson Trichrome staining kit (Sigma Aldrich, HT15) according to the manufacturer’s protocol. The sections were first washed with PBS, three times, for 5 min each, then the slides were submerged in Bouin’s solution for 15 min, and then washed under running water for 5 min. Thereafter, the sections were incubated in Weigert’s working hematoxylin solution for 10 min before being washed three times under running water for 5 min each and then transferred to distilled water. The sections were then stained with biebrich scarlet acid fuchsin for 5 min and washed with distilled water three times before being submerged in a phosphotungstic/phosphomolybdic solution for 10 min, and subsequently placed in an analine blue solution. Lastly, they were washed with distilled water three times and moved to a solution of 1% acetic acid for 1 min followed by a submersion in two changes of xylene and mounted with a coverslip. The sections were then imaged using brightfield microscopy.

#### Immunohistochemical analysis

Deparaffinization of FFPE sections was first performed by incubating them for 45 min at 60°C followed by xylene (two times, 5 min each) and then sections were rehydrated using various grades of alcohol in a decreasing concentration (100%, 90%, and 75%). The sections were washed with 1× PBS for 10 min, permeabilized with 1.0% Triton X-100 (in 1× PBS) for 10 min at room temperature and rinsed with 1× PBS (three times, 5 min each). The sections were covered with 20 µg/ml of Proteinase K in 1× PBS for 20 min at 37°C in a humidified chamber. After a 1× PBS rinse (two times, 5 min each), the sections were blocked with 1% bovine serum albumin (Fraction V, BP1600-100) for 30 min at room temperature. The sections were then washed with 1× PBS (two times, 5 min each) and incubated with the primary antibody (COL1A1, Cell Signaling #72026S, RRID:AB_2904565) at 1:50 dilution for 24 hr at 4°C. Recombinant rabbit IgG monoclonal antibody was used as a negative isotype control. Sections were washed with 1× PBS (three times, 5 min each), covered with two drops of SignalStain Boost Detection Reagent (HRP, Rabbit #8114), and incubated in a humidified chamber for 30 min at room temperature. After 1× PBS wash (three times, 5 min), SignalStain DAB Substrate (Kit #8059) was applied for 5 min. The slides were immersed in de-ionized water (dH_2_O) for 5 min, and then counterstained with hematoxylin [Vintage Hematoxylin (SL 100)] for 5 s. After a 5-min wash with dH_2_O, the sections were dehydrated with alcohol in increasing concentration (95% and 100%) followed by two incubations in xylene for 10 s each. The slides were mounted and coverslipped using Permount Mounting Medium (#17986-05). Slides were scanned with the Olympus Nanozoomer whole-slide scanner at 20×.

### RNA extraction, qRT-PCR, and RNA-sequencing

#### RNA extraction and quantitative reverse transcription polymerase chain reaction (qRT-PCR)

HBO cells were grown in biological triplicates in growth media alone, osteogenic media alone or with Fc-Dynabeads (5.7 μM) or JAG1-Dynabeads (5.7 μM). Cells were collected at 7–9, 14, and 21 days. RNA was extracted using TRIzol (Invitrogen, 15596026) by adding the TRIzol (400 µl to 1 ml) directly to plates of adherent cells and collecting by pipette. Samples were frozen at −80°C and then processed in batches. Samples were allowed to thaw, and the appropriate volume of chloroform was added (200 µl per ml of TRIzol), samples were vortexed for 1 min, allowed to rest for 5 min and then centrifuged at 12,000 × *g*, 15 min, 6°C. After centrifugation, the aqueous phase was removed to a separate tube and cold isopropanol was added (600 µl isopropanol per ml TRIzol). Samples were mixed well and kept at −20°C for 10 min followed by centrifugation at 12,000 × *g*, 10 min, 6°C. Supernatant was removed and cold 75% ethanol/25% RNase free water was added (500 µl per ml Trizol). Samples were vortexed and centrifuged at 12,000 × *g*, 5 min, 6°C. Supernatant was removed and samples were allowed to air dry for 10 min. RNA was resuspended in 20–30 µl of RNase free water, warmed at 55°C for 10 min, and then quantified using a NanoDrop One spectrophotometer. The High Capacity cDNA Reverse Transcription Kit (Ref 4368814) from Applied Biosystems was used to produce cDNA following the manufacturer’s instructions. Primers were acquired from Integrated DNA Technologies (see Supplementary file 2 for sequences) and qRT-PCR was done in duplicate using Bio-Rad iQ SYBR Green Supermix (Bio-Rad, 1708882) following the manufacturer’s instructions. Data were normalized to growth media condition with glyceraldehyde-3-phosphate dehydrogenase as the reference gene. Analysis of qRT-PCR was accomplished by using double delta Ct analysis in Excel and data were plotted in GraphPad Prism 10.

#### RNA sequencing

RNA was isolated using the QIAGEN RNeasy kit (QIAGEN, 74106) according to the manufacturer’s protocols. The samples were submitted to the Molecular Evolution core at the Georgia Institute of Technology for sequencing. Quality control (QC) was performed using an Agilent Bioanalyzer 2100 to determine the RNA integrity number (RIN) of the samples. mRNA was enriched using the New England Biolab’s (NEB) NEBNext Poly(A) mRNA isolation module for samples with RINs greater than 7 and libraries were prepared using the NEBNext Ultra II directional RNA library preparation kit (NEB, E7760). QC was then performed on these libraries using an Agilent Bioanalyzer 2100 and the libraries were quantified using fluorometric methods. Paired-end 150 base pairs (PE150) sequencing was performed on the Illumina NovaSeq 6000 instrument to obtain a sequencing depth of 30 million reads per sample. The transcripts obtained were aligned using the hg38 genome reference database along with elimination of duplicate reads, using the DNAStar Lasergene 17.3 application. The RNA levels were calculated in reads per kilobase per million mapped reads (RPKM). Genes expressed at >1.5 RPKM were retained for further analyses.

### Transcriptomic analysis methods

#### Differential gene expression and enrichment analysis

DEGs were determined using DESeq2 (v1.38.3) available in R Bioconductor (Love et al., 2014). Transcripts with an FDR-adjusted p-value <0.05 were considered significant for this analysis. Transcript counts were normalized using the median-of-ratios method used by DESeq2 prior to differential expression analysis. Results were visualized with Venn diagrams using govenn (v0.1.10), volcano plots in R using ggplot2 (v3.4.1) (H. Wickham. Ggplot2: Elegant Graphics for Data Analysis. Springer-Verlag New York, 2016), and heatmaps in R using Heatmap3 (v1.1.9) (Zhao et al., 2014).

#### Transcript functional annotation

To provide additional functional annotation of the DEGs, a web-scraper was built to parse the National Center for Biotechnology Information Gene Database (Sayers et al., 2021) entry for each transcript and identify relevant terms. Transcript names were connected to the NCBI Entrez ID with the Genome wide annotation for Human package, org.Hs.eg.db (v3.15.0), available through Bioconductor in R Carlson M (2019). *Org.Hs.eg.db: Genome wide annotation for Human*. R package version 3.15.0. This tool utilized the HTML parser in the BeautifulSoup4 (v4.12.2) Python package to extract the gene summary information from each gene entry in the database. The script then identified the keywords in the summary.

#### Functional over-representation analysis

Over-represented GO terms were identified using PANTHER (v17.0) (Thomas et al., 2022; Mi et al., 2019). DEGs involved in the non-canonical signaling pathway were identified from Venn diagrams and separated as up- or downregulated relative to control. Each list was uploaded to the PANTHER online tool for over-representation testing. FDR-adjusted Fischer’s test p < 0.05 was considered over-represented in this analysis. The complete GO Biological Process term list was evaluated and the complete list of identified transcripts from RNAseq was set as the background.

#### Luminex-based Multiplex assay

To detect phosphor-signaling targets, serum-starved HBO cell lines (*n* = 3) from different patients were treated (*n* = 3 per cell line) with Fc-Dynabeads (5.7 µM), unbound BMP2 (100 nM), and JAG1-dynabeads (5.7 µM) with or without DAPT (15 µM) as a time course stimulation for 5, 10, 15, and 30 min. Whole-cell protein (2 µg) lysates were subjected to a Millipore Luminex-based Multiplex assay to measure signaling targets using the Milliplex multiple pathway cell signaling magnetic bead 9-Plex kit (Millipore Sigma, 48-681MAG) according to the manufacturer’s protocol.

#### Statistics

Data were analyzed by analysis of variance with Tukey’s post hoc test unless otherwise noted using GraphPad Prism 10. All data are presented as mean ± standard deviation. p < 0.05 between groups was considered significant and are reported as such. MATLAB coding was used to create heatmaps and to generate *z*-score values associated with color intensities seen on the heatmap.

## Data Availability

Bulk RNAseq data generated through this work have been deposited in the Gene Expression Omnibus (GEO) database with accession number GSE274096. The following dataset was generated: KamalakarA TobinB KaimariS RobinsonMH TomaAI ChaT ChihabS MoriarityI GautamS BhattaramP AbramowiczS DrissiH GarcíaAJ WoodLB GoudySL 2024Delivery of a Jagged1-PEG-MAL hydrogel with pediatric human bone cells regenerates critically sized craniofacial bone defectsNCBI Gene Expression OmnibusGSE27409610.7554/eLife.92925PMC1147310039401071

# Supplementary material for: Delivery of a Jagged1-PEG-MAL hydrogel with pediatric human bone cells regenerates critically sized craniofacial bone defects
**Source:** eLife. 2024 Oct 14;13:RP92925. doi: 10.7554/eLife.92925
**Supplement:** Supplementary file 2.

Supplemental Table 1: Primers used in qRT-PCR

| Target | IDT Assay ID | Primer 1 | Primer 2 |
| --- | --- | --- | --- |
| RUNX2 | Hs.PT.56a.19568141 | CTTCACAAATCCTCCCCAAGT | AGGCGGTCAGAGAACAAAC |
| SP7 | Hs.PT.58.26512371 | TCCCTCTCCCTTTTCTCTCTC | GGAGCCATAGTGAACTTCCTC |
| COL1A1 | Hs.PT.58.15517795 | GACATGTTCAGCTTTGTGGAC | TTCTGTACGCAGGTGATTGG |
| BGLAP | Hs.PT.56a.39318706.g | CTCACACTCCTCGCCCTAT | CGCCTGGGTCTCTTCACT |
|  |  |  |  |
| Target |  | Forward | Reverse |
| GAPDH | Custom | AGG GCT GCT TTT AAC TCT GGT | CCC CAC TTG ATT TTG GAG GGA |
| HPRT | Custom | ATT GGT GGA GAT GAT CTC TCT CAA CTT T | GCC AGT GTC AAT TAT ATC TTC CAC AA |

How the deposited data were processed for this re-analysis (not part of the article)

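RNA was sequenced from cultures of HBO cells of a single donor that were conditioned for 24 hr with vehicle, DAPT, JAG1-bds or JAG1-bds + DAPT, with 3 libraries per condition and 12 in all. The authors made the count of each gene in each library from paired-end reads aligned to hg38 with elimination of duplicate reads, and the values are raw counts, as deposited, without normalization or pooling of replicates. Every value is a whole number, and the totals differ between libraries. The paper also computed RPKM and kept genes above 1.5 RPKM; the counts carry no such filter. The annotation release and the strand setting of the counting are not named in the paper's text. Of 27716 listed names, 23 have no values and 11453 have 0 in every library. Among them, 28 names had been turned into dates by a spreadsheet and 40 names stand more than once, and these were kept as separate features. Positions, transcripts and overlaps come from RefSeq and GENCODE v44 for GRCh38, joined by symbol, which matched 21157 of the names.

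Total counts per library ranged from 5514797 to 12900211. A gene with no count in a library allows up to 3 counts of that library's total, and a fold change against a group in which every library has 3 counts or fewer is given as a bound. Such limits cover counting error only. The replicates are cultures of cells from the same donor, so no value covers differences between donors.

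Genes were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr by condition (minimum count 10, minimum total 15), which left 9235, library sizes were scaled by TMM, and a quasi-likelihood fit with a mean per condition and no covariate covered all 12 libraries. The contrasts were JAG1-bds, JAG1-bds + DAPT and DAPT against vehicle, JAG1-bds + DAPT against DAPT and against JAG1-bds, and the interaction, which is the effect of JAG1-bds with DAPT minus its effect without DAPT. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.05, with a 2-sided test. Non-canonical genes were those called in the same direction for JAG1-bds and for JAG1-bds + DAPT against vehicle, as in the paper. Standard errors are the log2 fold change divided by the square root of the test's F value. CPM are per TMM-scaled total.

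The gene lists were those of proteasome subunits, cytosolic ribosomal proteins, NOTCH receptors and canonical targets, interferon-stimulated genes, NF-κB targets and cytokines, DNA replication and S phase, and osteoblast genes, written from general knowledge. They were tested for over-representation with a one-sided Fisher's exact test (16 tests) and for a shift with camera of limma 3.58.1 (40 tests), each family adjusted together. These numbers of tests and the counts over 8 lists include 1 further list, which is not reported here. A list of 17 leukocyte markers and a list of families of mitochondrial, translation, splicing, chaperonin and RNA polymerase II genes served the tests on other cells and on genes listed at 0. The genes named in the text are those that the paper names in its RNA-seq text, its canonical NOTCH, qRT-PCR and phosphorylation targets, and the readable labels of Figure 3C. To these were added the 3 genes with the largest rise and the 3 with the largest fall in each comparison with vehicle, among genes past the threshold with a mean of at least 1 CPM and no overlap between replicates, the 3 with the smallest interaction p-value in each direction, and the most changed members of each list.

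The comparisons, thresholds, the lists, the rule for named genes and the alternatives were set before the data were examined. The alternatives were DESeq2 1.42.0, RLE and upper-quartile scaling, no filter on low counts, a mean of at least 1.5 CPM, a fit of only the libraries compared, the replicate number as a block, an adjusted p-value under 0.01, a minimum change of 2-fold, DAPT as the control of JAG1-bds + DAPT, fry and camera with an estimated correlation for the lists, and each library left out in turn. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

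The procedure was tested on simulated data with the means and dispersions of these libraries, in which 200 genes were changed 2-fold (as many up as down) with JAG1-bds and JAG1-bds + DAPT and another 200 with JAG1-bds only. It called 156 of the first 200 in the overlap (78.0%, or 151 with DESeq2) and 117 of the second 200 for the interaction (58.5%, or 109 with DESeq2), and 1.27% and 7.14% of its calls were of unchanged genes. Those raised had a median log2 fold change of 1.01. In 20 simulations without any change, at most 3 genes were called for JAG1-bds and at most 2 for the interaction. The pathway terms and term members used by PANTHER in the paper were not analysed here, and neither were the RPKM values.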

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

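The tests of the scaling of the libraries, of the NOTCH gene list, of simulated unchanged groups with DAPT alone and of NOTCH signaling without JAG1-bds were chosen only after the result was seen.

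The effect of JAG1-bds differed with and without DAPT in 1230 genes, by a test of the difference itself (edgeR's interaction term with Benjamini-Hochberg adjustment). The paper's overlap does not test this difference. Of 100 splits of the 12 libraries into groups of 3, the real one included, 2 gave as many genes. The other gave 2075 and set the 6 libraries with JAG1-bds against the 6 without, so that its contrast was the effect of JAG1-bds itself. With every library thinned to 5514797 counts, 1080 genes were called, 1000 of them among the 1230, which argues against unequal depth as the source. Among the 82.2% of genes with values for GC content and transcript length, 1010 of 1049 genes were still called after trends with both were removed from each library. Under upper-quartile scaling 1152 of the genes were called. The count was lowest with a minimum change of 2-fold (419), and lay between 1053 and 1186 across the 12 fits that each left out a library. Trends with GC content or length, depth and scaling are therefore not the whole source of the difference. A biological explanation in the design is that DAPT blocks the canonical response to JAG1-bds: the 6 tested NOTCH receptors and canonical targets had a median interaction of -2.343 (adjusted p = 1.3e-06, limma's camera with Benjamini-Hochberg adjustment), with 6 of 6 negative. Over the 4 of these above 3 counts in every condition the median was -1.82, and without DAPT replicate 2 that of all 6 was -1.79. The interaction is consistent with such a block for these genes. Of the 602 genes that DAPT shifted up, 333 were lower than vehicle with JAG1-bds and not with JAG1-bds + DAPT, and 131 were lower in both comparisons, with a smaller fall under DAPT. A block of the response to JAG1-bds would give this too, but the fall and the interaction are computed from the same libraries, so these counts do not settle it, and an effect of DAPT apart from NOTCH stays open.

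DAPT alone changed 177 genes against vehicle (84 higher and 93 lower, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a comparison that the paper does not report. The paper also calls the vehicle group no treatment; if those cultures had no solvent, an effect of the solvent would be part of this comparison, which was not tested. The largest rises under the rule for named genes were those of APOD (2.07, adjusted p = 3.9e-04 from edgeR), IFIT2 (1.60) and FABP3 (1.27), and the largest falls were those of OLFM2 (-2.10), HES1 (-1.68, adjusted p = 5.6e-07 from edgeR) and COL5A3 (-1.66); no replicates of the 2 groups overlapped for these genes. The p-values of IFIT2 (0.011) and OLFM2 (0.025), adjusted in the same way, depend on single libraries. IFIT2 had 1082 counts in DAPT replicate 2 against 204 and 303 in the others, and without that replicate its change was 0.43 (adjusted p = 0.18 from edgeR). Its adjusted p was between 0.00025 and 0.18 over the alternatives. OLFM2 was not called without vehicle replicate 2 or 3 or DAPT replicate 1 or 3, with adjusted p from 0.015 to 0.19 over the alternatives. Of the 10 splits of these 6 libraries, only the real one, 1 of 10, gave as many genes, and the largest number in another was 0; a share of 0.1 is the smallest that 3 libraries against 3 allow, so a chance split cannot be excluded by this count. In 20 simulations of unchanged groups, with noise drawn separately for each gene, at most 4 genes were called, which argues against such noise as the source; a difference between cultures that many genes share is not part of them. With equal depth 157 of the 177 genes were called, after removal of trends with GC content and length 149 of 157, and under upper-quartile scaling 172, which argues against these as the whole source. In JAG1-bds + DAPT against JAG1-bds, 6 other libraries, 82.49% of the genes had the same direction (146 of 177), 131 of them past the threshold, and 20 were past it in the opposite direction, which argues against an effect particular to the first 6 libraries. Of the 93 genes lower with DAPT, 64 (68.82%) were higher past the threshold with JAG1-bds, 17 (18.3%) were lower, and 16.8% of all genes tested were higher. Of the 84 higher with DAPT, 42 were lower with JAG1-bds and 19 higher. Both comparisons share the vehicle libraries, which by itself moves them the same way and not in opposite directions. These values are consistent with NOTCH signaling that is on without JAG1-bds and lowered by DAPT, a hypothesis found and tested on the same libraries. The NOTCH list had a median of -1.63 with DAPT (adjusted p = 6.7e-08, camera, 5 of 6 genes lower), or -0.75 with genes at their bounds.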

How the results depend on the processing

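No alternative was chosen after the data were examined. The number of genes called in each comparison, in the overlap and for the interaction stayed within 1.5 times its value under DESeq2, RLE and upper-quartile scaling, the 1.5 CPM filter, the replicate block and each library left out, and with no filter on low counts except in 1 case. The same held with only the libraries compared, an alternative that gives no value for the interaction. Without a filter, DAPT raised 138 genes against vehicle in place of 84, with more genes tested; the cause was not tested. At an adjusted p under 0.01, which can only lower a count, 653 genes were higher with JAG1-bds + DAPT than with vehicle, 50 were higher and 57 lower with DAPT, 802 were higher with JAG1-bds + DAPT than with JAG1-bds, 378 were in the overlap higher and 812 had an interaction. A minimum of 2-fold likewise left 319 higher and 447 lower with JAG1-bds, 148 and 135 with JAG1-bds + DAPT, and 6 and 10 with DAPT, each against vehicle. It left 135 and 121 for JAG1-bds + DAPT against DAPT, 345 and 270 against JAG1-bds, 77 and 59 in the overlap, and 419 for the interaction. With each library left out, the genes called went from 1339 to 1433 higher and 1268 to 1397 lower with JAG1-bds, from 816 to 876 and 819 to 893 with JAG1-bds + DAPT, and from 56 to 78 and 68 to 77 with DAPT. The overlap held 487 to 537 higher and 454 to 512 lower genes, and the interaction 1053 to 1186. Most of these fits called fewer genes than all 12 libraries did, as fewer libraries allow. The 84 genes higher with DAPT fell to 56 without DAPT replicate 2, a factor of 1.5.

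Upper-quartile scaling changed the balance of directions: 40.8% of the genes called for JAG1-bds against vehicle were higher, against 51.2% with TMM. For JAG1-bds against vehicle, upper-quartile scaling moved the median log2 fold change of all genes to -0.067, and no scaling moved that median by more than 0.1 in any comparison. With RLE scaling the overlap was 574 higher and 544 lower, with the 1.5 CPM filter 572 and 553, without a filter 556 and 524, with only the libraries compared 507 and 530, and with DAPT as the control of JAG1-bds + DAPT 589 and 553.

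The paper does not say whether libraries with the same number belong together. After the mean of each condition was taken off, libraries with the same number correlated across genes between -0.031 and 0.033 (18 pairs) and libraries with other numbers between -0.033 and 0.033 (36 pairs), so the numbers show no pairing. With the number as a block the overlap was 588 and 543 and the interaction 1261.

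Pearson's r across genes between the effects of JAG1-bds with and without DAPT, both against vehicle, ran from 0.46618 without JAG1-bds + DAPT replicate 2 to 0.57605 without vehicle replicate 3. With no shared control it ran from 0.41679 without JAG1-bds + DAPT replicate 2 to 0.47566 without DAPT replicate 2, each below the 0.489 of all libraries, as fewer libraries carry more noise. It was 0.56127 with a mean of at least 1.5 CPM, which leaves out the genes with the fewest counts.

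The tests of over-representation kept their side of the threshold. Of 35 list shifts, 26 did so under RLE scaling, the replicate block, fry and camera with an estimated correlation, and 9 changed under fry or an estimated correlation. With fry, adjusted p passed the threshold at 0.0026369 for osteoblast genes with JAG1-bds, at 0.015502 and 0.0071937 for the NOTCH list with JAG1-bds + DAPT against vehicle and against DAPT, and at 0.0046961 and 0.03218 for the interactions of DNA replication and osteoblast genes. It no longer passed for interferon-stimulated genes with DAPT alone (0.43453), nor with an estimated correlation (0.46962); without DAPT replicate 2 their median was 0. With an estimated correlation it also no longer passed for proteasome subunits (0.055045) and ribosomal proteins (0.15581) with JAG1-bds and for the interaction of NF-κB targets (0.055045). The NOTCH list had a median of 0.64 in JAG1-bds + DAPT against DAPT (camera adjusted p = 0.25), -0.03 without JAG1-bds + DAPT replicate 2 and 1.21 without DAPT replicate 2. Why these results differ between tests was not tested.

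Among the named genes, MAPK14 had a log2 fold change of 0.0084 with JAG1-bds + DAPT, which reversed to -0.0094791 with upper-quartile scaling, -0.13799 without vehicle replicate 2, -0.0017035 without JAG1-bds + DAPT replicate 1 and -0.02718 without JAG1-bds + DAPT replicate 3, and was 0.15046 without vehicle replicate 3. TMEM176A with JAG1-bds (-0.50) reversed to 0.050494 without vehicle replicate 1, which holds 46 of its counts against 10 and 23, and was -0.70725 without vehicle replicate 2. None of these values was past the threshold. A further 21 values of single genes, all of HES1, BGLAP, MAPK14, IFIT2 and OLFM2, changed their call: 17 calls were lost and 1 gained with a library left out, and 3 were lost with DESeq2; the cause was not tested. Depth limits the genes near 10 counts, RUNX2, which was not called, and BGLAP, whose call with JAG1-bds was lost in 4 of the 6 fits that each left out a library, among them, and the 11453 genes without a count give no value.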

Differences from the paper's values

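No count that the paper states differed from the value here by more than 1.5 times. The paper's 448 upregulated and 435 downregulated genes stand against 576 and 539 here, and of the alternatives set before the data were examined, upper-quartile scaling came nearest to the first (464) and without vehicle replicate 3 nearest to the second (454). A minimum change of 2-fold gave 77 and 59, which do differ by more than 1.5 times. The copy of Supplementary file 1 that was read lists 447 and 434 names where the paper states 448 and 435, so its names were not tested for overlap. Its other columns list 865 names higher and 779 lower with JAG1-bds only, and 336 and 334 with JAG1-bds + DAPT only, as the paper's values, against 973, 938, 418 and 446 here, where a gene called in opposite directions counts in a set of each comparison.

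The paper states that RUNX2 is upregulated as part of the non-canonical pathway. Here its log2 fold change was -0.51 with JAG1-bds and -0.50 with JAG1-bds + DAPT, and it was negative and not called in every alternative that gave a value. With 5 to 15 counts per library, a change of this size was not detectable. By qRT-PCR at later times, the paper itself reports no significant change of RUNX2. The names in the copy of Supplementary file 1 do not include RUNX2. The paper states that RELA is upregulated. Here its log2 fold change was -0.22 and -0.16, negative and not called in every alternative that gave a value, and the copy of Supplementary file 1 does not name it. These values are of RNA and do not bear on the phosphorylation of RELA that the paper measured.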

Other observations

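The tests of incomplete inhibition by DAPT, of the beads or the protein preparation, of silent genes, of several annotated transcripts in the gene lists and of simulated unchanged groups in each comparison with JAG1-bds + DAPT were chosen only after the result was seen.

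The overlap that the paper calls the non-canonical pathway was larger for the real split than for any other of the 100 splits of the 9 libraries (1 of 100, 1115 genes against at most 702), which argues against a chance split as its source. For JAG1-bds, for JAG1-bds + DAPT against vehicle, against DAPT and against JAG1-bds, only the real split, 1 of 10 each, gave as many genes and the others gave 0; with 3 libraries against 3, this count alone cannot exclude a chance split. In 20 simulations of unchanged groups, with noise drawn separately for each gene, at most 3, 1, 2 and 2 genes were called in these comparisons, against 3026, 1979, 1911 and 2363, which argues against such noise as the source. A difference between cultures that many genes share is not part of the simulations. JAG1-bds against vehicle and JAG1-bds + DAPT against DAPT share no library. Across the 9235 genes tested, their effects had a Pearson r of 0.489, against a simulated mean of -0.0044. The lowest r with a library left out was 0.41679. This argues against a difference particular to the cultures of either comparison as the whole source. A difference that all cultures with JAG1-bds share stays open, as does one in the other comparisons.

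Interferon-stimulated genes and NF-κB targets rose with JAG1-bds with and without DAPT. Leukocytes among the cells would bring their abundant transcripts: of 17 leukocyte markers, 10 had no count in any library, and the highest mean apart from SRGN was 0.7376 CPM with JAG1-bds + DAPT (CD74), against 116 CPM of CXCL1. SRGN, which the vehicle cultures already express at 1376 CPM, had 1755. Some of the markers without counts could be missing as other genes in the table are, but FCER1G, which has counts, had 0.638 CPM against 0.597 with vehicle. The markers with counts therefore argue against leukocytes as the source, while those at 0 cannot decide it. After trends with GC content and length were removed, interferon-stimulated genes had a median of 1.875 with JAG1-bds + DAPT, so these trends are not the source. If genes respond in proportion to NOTCH activity, incomplete inhibition by DAPT would leave the lists no larger a share of their rise than canonical NOTCH targets keep. Interferon-stimulated genes kept 96.14% of their median rise under DAPT (from 78.3% without vehicle replicate 3 to 130% without DAPT replicate 2) and NF-κB targets 212% (from 128% without vehicle replicate 2 to 267% without DAPT replicate 2). The NOTCH list kept 23.4% (from -1.22% without JAG1-bds + DAPT replicate 2 to 44.2% without DAPT replicate 2). This argues against incomplete inhibition only for genes with such a proportional response. HES1 still rose under DAPT, and genes that need little NOTCH activity could keep their rise, so incomplete inhibition stays open. The list of interferon-stimulated genes did not differ between the effects with and without DAPT (interaction adjusted p = 0.7575, limma's camera with Benjamini-Hochberg adjustment; median -0.14, or 0.20 without DAPT replicate 2). An effect of the beads or of the protein preparation, such as contaminants that start an inflammatory response, would look the same as a non-canonical effect of JAG1. These cannot be told apart here, since no condition had beads without JAG1. Several members of both lists are labelled in Figure 3C, so both lists partly rest on genes picked from these libraries.

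Cytosolic ribosomal protein genes fell with JAG1-bds with and without DAPT. The median was -0.3254 with JAG1-bds + DAPT after trends with GC content and length were removed, and at most -0.3022 under RLE and upper-quartile scaling in the comparisons of JAG1-bds and JAG1-bds + DAPT with vehicle and of JAG1-bds + DAPT with DAPT, which argues against either as the whole source. No biological explanation was tested.

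Genes that every cell uses are listed at 0. Of 78 cytosolic ribosomal protein genes, 20 have no count in any library, which silence in these cells cannot explain. Of the 77 genes of the 8 lists at 0, 33.8% overlap no other gene, against 36.5% of the 244 with counts, which argues against overlap with another gene as the source. Of the list genes with 4 or more RefSeq transcripts 38.8% (47 of 121) were at 0, against 6.4% (6 of 94) of those with 1 (Fisher's exact test, 2-sided, p = 1.1e-08). In families of mitochondrial, translation, splicing, chaperonin and RNA polymerase II genes, the shares were 24.0% (18 of 75) and 8.6% (6 of 70; Fisher's exact test, 2-sided, p = 0.014). Without the 2 of these genes that are also in the lists, left out after these values were seen, they were 17 of 74 and 6 of 69 (Fisher's exact test, 2-sided, p = 0.023). This is consistent with a step of the counting that loses genes with several annotated transcripts, a hypothesis that the counts alone do not settle. COL1A1, JAK2, MAPK8 and SP7 are among the genes at 0, so nothing can be said about their RNA.

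Mitochondrial genes took 9.88% to 10.9% of the counts with vehicle, 9.44% to 10.1% with DAPT, 5.54% to 6.39% with JAG1-bds and 7.64% to 8.39% with JAG1-bds + DAPT. COL1A2 took 9.10% to 9.80%, 8.64% to 8.86%, 11.6% to 11.9% and 8.37% to 8.68%, and the 20 most abundant genes of a library 32.6% to 32.8%, 30.3% to 30.9%, 36.7% to 37.3% and 27.98% to 28.5%. Of the genes behind the phosphorylation targets of Figure 4, STAT5A had log2 fold changes of 0.31 with JAG1-bds and 0.52 with JAG1-bds + DAPT (adjusted p = 0.47 and 0.23 from edgeR). The first was 0.16 without JAG1-bds replicate 3 and 0.60 without vehicle replicate 1. The second was 0.38 without vehicle replicate 3 and 0.82 without vehicle replicate 1. MAPK14 had 0.27 with JAG1-bds (adjusted p = 0.086 from edgeR), 0.12 without vehicle replicate 2 and 0.41 without vehicle replicate 3 (adjusted p = 0.018 from edgeR). STAT5B had at most 1 count per library.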
